# An Integrated Multi-OMICS Approach Highlights Elevated Non-Esterified Fatty Acids Impact BeWo Trophoblast Metabolism and Lipid Processing

**DOI:** 10.3390/metabo13080883

**Published:** 2023-07-25

**Authors:** Zachary J. W. Easton, Ousseynou Sarr, Lin Zhao, Adriana Zardini Buzatto, Xian Luo, Shuang Zhao, Liang Li, Timothy R. H. Regnault

**Keywords:** BeWo cells, placental lipid metabolism, fatty acid desaturation, fatty acid elongation, transcriptome, metabolome, lipidome, OMIC integration

## Abstract

Maternal obesity and gestational diabetes mellitus (GDM) are linked with impaired placental function and early onset of non-communicable cardiometabolic diseases in offspring. Previous studies have highlighted that the dietary non-esterified fatty acids (NEFAs) palmitate (PA) and oleate (OA), key dietary metabolites associated with maternal obesity and GDM, are potential modulators of placental lipid processing. Using the BeWo cell line model, the current study integrated transcriptomic (mRNA microarray), metabolomic, and lipidomic readouts to characterize the underlying impacts of exogenous PA and OA on placental villous trophoblast cell metabolism. Targeted gas chromatography and thin-layer chromatography highlighted that saturated and monounsaturated NEFAs differentially impact BeWo cell lipid profiles. Furthermore, cellular lipid profiles differed when exposed to single and multiple NEFA species. Additional multi-omic analyses suggested that PA exposure is associated with enrichment in β-oxidation pathways, while OA exposure is associated with enrichment in anti-inflammatory and antioxidant pathways. Overall, this study further demonstrated that dietary PA and OA are important regulators of placental lipid metabolism. Encouraging appropriate dietary advice and implementing dietary interventions to maintain appropriate placental function by limiting excessive exposure to saturated NEFAs remain crucial in managing at-risk obese and GDM pregnancies.

## 1. Introduction

Maternal gestational obesity and gestational diabetes mellitus (GDM) are associated with adverse intrauterine environments that have been linked with an increased prevalence of pregnancy complications [1,2,3]. Offspring from these at-risk pregnancies often develop non-communicable cardiometabolic health disorders, including metabolic syndrome, obesity, and type 2 diabetes [4,5,6,7,8]. These children have been found to be impacted by these “adult-associated” metabolic diseases during early adolescence, highlighting the profound influence of the aberrant in utero programming resulting from maternal obesity and GDM [9,10,11]. Investigating the origins of these poor health outcomes in the exposed offspring is of great importance, as the rates of obesity and gestational diabetes mellitus (GDM) during pregnancy have been increasing globally over the past several decades [12,13]. It is currently estimated that one-third of pregnancies are impacted by maternal obesity and one-sixth of pregnancies are impacted by GDM, although these rates may be greater in some high-risk demographics [14,15,16]. The drastic increase in the prevalence of maternal obesity and GDM and subsequent increased rates of metabolic disease development in affected offspring will only create further strains on health care systems.

Aberrant placental metabolism in diabetic and obese pregnancies is an important factor underlying the in-utero programming of non-communicable cardiometabolic disorders [17,18,19]. These changes are thought to modulate placental nutrient metabolism and processing, ultimately leading to altered materno-fetal nutrient transport and adverse fetal growth conditions [19,20,21]. Specifically, impairments in placental mitochondrial respiration have been identified in term villous trophoblast cells from obese and GDM pregnancies that leads to reduced placental energy production and cellular ATP content [22,23,24,25,26]. Furthermore, maternal obesity has been linked with specific alterations in placental lipid processing at term, highlighted by increased expression and activity of key placental lipid transport proteins that, in conjunction with increased fatty acid desaturation and lipid esterification, is associated with placental triglyceride accumulation and steatosis [20,27,28,29]. Placental lysates from obese pregnancies have also shown a decreased abundance of short-chain acylcarnitine species (β-oxidation intermediaries) and reduced CPT1b expression, which indicates decreased placental β-oxidative activity. This suggests that the increased placental steatosis in obese pregnancies may be partly due to reduced placental lipid oxidation [20,30,31]. Furthermore, maternal GDM has been associated with increased placental steatosis at term that has likewise been attributed to increased lipid uptake and reduced placental β-oxidative activity [26,32,33,34,35].

Recently, studies have utilized “omic”-based research approaches to better identify and characterize the underlying biological mechanisms that facilitate placental dysfunction in these at-risk pregnancies [36,37]. Metabolomic and lipidomic analyses in particular have expanded our understanding of the mechanisms that facilitate impaired placental lipid processing. These omic-based readouts have demonstrated the presence of altered neutral and polar lipid profiles (highlighted by changes in underlying fatty acid (FA) composition) in the placentae from obese and GDM pregnancies [38,39,40,41,42]. In addition, pre-clinical mouse models of diet-induced maternal pre-gestational obesity have also described metabolomic and transcriptomic markers associated with altered placental lipid composition and metabolism [43,44]. Overall, the current literature has highlighted that abnormal lipid processing occurs in the obese and diabetic placenta. These alterations in placental metabolic function and lipid handling in obese and GDM pregnancies likely lead to suboptimal transplacental nutrient transport that could impact fetal development and increase the risk of metabolic disease in the exposed offspring [39,45].

Preceding the development of these dysfunctions in trophoblast metabolic function in obese and GDM pregnancies is an increased fat supply to the placenta due to maternal dyslipidemia [46,47]. Analysis of the fasting serum of women during the third trimester of pregnancy has revealed that conditions of GDM and obesity are associated with elevated circulating levels of non-esterified fatty acids (NEFAs) species [48]. These analyses also demonstrated that palmitate (C16:0 or FA 16:0; PA) and oleate (C18:1n9c or FA 18:1; OA) are the most abundant NEFA species in serum during pregnancy [48,49]. Since PA and OA are the most abundantly consumed FA in the diets of Westernized populations, these fats themselves may be an important link between poor maternal diet and impaired placental function in obese and GDM pregnancies [50,51,52,53]. Notably, maternal dietary FA consumption has previously been shown to be an important independent regulator of placental lipid handling [27,54]. Thus, it is likely the increased circulating levels of NEFAs in obesity and GDM directly facilitates the previously observed impairments in placental metabolism in these pregnancies. However, the extent to which the PA and OA directly modulate important placental lipid metabolic functions, such as lipid esterification, FA desaturation, and beta-oxidation, remains ill defined.

The purpose of the current study was to elucidate the underlying mechanisms that regulate placental lipid metabolism in response to elevated dietary fat supply. Hence, we examined the impacts of a prolonged (72 h) isolated dietary FA exposure using an in vitro cell culture-based system and BeWo trophoblast cells. First, we employed targeted lipidomic readouts to examine FA and neutral lipid profiles of BeWo progenitor cytotrophoblast (CT) and differentiated syncytiotrophoblast (SCT) cells. Our goals were to better understand how NEFA exposures affect placental lipid processing and to elucidate the impacts of NEFA exposures on placental FA desaturation and elongation processing. We postulated that exposure to elevated levels of dietary NEFA would alter BeWo trophoblast lipid profiles, which would be highlighted by increased triacylglycerol (TG) abundance and increased FA elongation and desaturation. Second, we used a transcriptomic mRNA microarray, in conjunction with untargeted metabolomic and lipidomic analyses, to explore the underlying mechanisms that regulate BeWo CT metabolism in response to an elevated dietary NEFA supply. Undifferentiated progenitor CT cells have previously been demonstrated to be the most metabolically active cells of the villous trophoblast layer, as well as the primary site of nutrient localization and storage in the placenta [26,55,56,57]. Thus, the current study sought to examine “omic” profiles in these more metabolically active CT cells. We postulated that dietary FA-treated BeWo CT cells would display altered transcriptomic, metabolomic, and lipidomic profiles indicative of altered lipid processing.

## 2. Materials and Methods

### 2.1. Materials

Materials for cell culture and targeted lipidomic (gas chromatography and thin-layer chromatography) procedures were purchased from Millipore Sigma (Oakville, ON, Canada) unless otherwise indicated. The solvents and reagents for untargeted lipidomics and metabolomics were acquired from Fisher Scientific (Hampton, NH, USA), Sigma-Aldrich (St. Louis, MO, USA), and Honeywell (Charlotte, NC, USA). Deuterated lipid standards for untargeted lipidomics were acquired from Avanti Polar Lipids (Alabaster, AL, USA).

### 2.2. Cell Culture Protocol

BeWo trophoblast cells (CCL-98) were purchased from the American Type Culture Collection (ATCC; Cedarlane Labs, Burlington, ON, Canada) and cultured in F12K media (Gibco, ThermoFisher Scientific, Mississauga, ON, Canada) as per ATCC guidelines. Cell culture media was supplemented with 10% Fetal Bovine Serum (Gibco) and 1% Penicillin-Streptomycin (Invitrogen, ThermoFisher Scientific, Mississauga, ON, Canada) for all experiments (complete F12K media). Cultures between passages 5–15 were utilized, and all cells were maintained at 5% CO_2_/95% atmospheric air for all collections. 

Cells were cultured with exogenous PA and OA, as previously reported [57]. In brief, BeWo trophoblast cells were plated onto cell culture dishes at the specific densities stated for each experiment and allowed to adhere to cell culture plates overnight prior to NEFA treatment. At T0H, cells were treated with complete F12K media further supplemented with either 100 µM PA, 100 µM OA, or 50 µM each PA and OA (P/O). All fatty acids were conjugated 2:1 (molar ratio) to Bovine Serum Albumin (BSA) to solubilize in cell culture media. Complete F12K media supplemented with BSA-alone (0.3%) was utilized as a control. Cell media was replenished every 24 h, and subsets of cells were additionally treated with 250 µM 8-Br-cAMP at T24H and T48H to induce CT-to-SCT differentiation. All cultures were collected for analysis after 72 h of NEFA exposure.

### 2.3. Fatty Acid and Neutral Lipid Profile Analysis of NEFA-Treated BeWo Trophoblasts

BeWo CT and SCT cells were plated at a density of 2 × 10^6^ cells in 150 mm cell culture dishes and cultured with exogenous NEFA species as described. At T72H, cells were collected via scrapping and washed twice with PBS, and the resulting cell pellet was flash frozen in liquid nitrogen and stored at −80 °C until analyzed.

Total cellular lipids were then collected from cell pellets via chloroform/methanol extraction (Folch extraction method) as previously reported and adapted for use with cell pellets [58,59,60]. In brief, cells were lysed in 2:1 chloroform:methanol with 0.01% butylated hydroxytoluene (BHT). Subsequently, 0.25% KCl was added, and samples were heated at 70 °C for 5 min to separate organic and aqueous layers. The organic layer was then collected and dried under a gentle stream of N_2_ gas. The collected lipids were resuspended in 2:1 chloroform:methanol (0.01% BHT) at 1 mg/mL concentrations and stored at −20 °C until analysis.

To examine fatty acid profiles, 100 µg of lipids were methylated to create fatty acid methyl esters (FAMEs), and subsequently separated and analyzed on a 6890 N gas chromatograph (Hewlett Packard, Palo Alto, CA, USA) with flame ionization detector (Agilent Technologies, Santa Clara, CA, USA) via a J&W Scientific High-Resolution Gas Chromatography Column (DB-23, Agilent Technologies; 30 m × 250 μm ID × 0.25 μm film thickness) as previously reported [59,60]. Separated FA species were then identified via comparison of retention times with known standards (Supelco 37 Component FAME Mix). The peak area of each fatty acid was quantified and expressed as a percent of total fatty acids detected.

Calculated fatty acid profiles were then utilized to quantify the activities of fatty acid desaturase enzymes by calculating desaturation indices, which reflect the ratio of enzyme product to substrate. Stearoyl-CoA Desaturase 1 (SCD1) activity was calculated as the ratio of 16:1n7/16:0, while 18:1n9/18:0; Fatty Acid Desaturase 1 (FADS1) activity was calculated as the ratio of 20:4n6/20:3n6; and Fatty Acid Desaturase 2 (FADS2) activity was calculated as the ratio of 18:3n6/18:2n6, as previously reported [61,62,63,64]. Additionally, FA elongation indices of 20:1n9/18:1n9; 18:0/16:0 and 22:5n3/20:5n3 were quantified to calculate the activity of FA elongase enzymes (reflective of enzyme product to substrate ratio) as previously reported in placental lysates [65].

Finally, the profiles of neutral lipid species in NEFA-treated BeWo trophoblasts were analyzed via Thin Liquid Chromatography coupled to Flame Ionization Detection (TLC-FID) as previously described [66]. In brief, collected lipid samples were dried under a gentle stream of N_2_ gas and resuspended in 100% chloroform. A total of 1–4 µL of lipid resuspensions were spotted onto TLC rods (Chromarod Type S5; Shell-USA, Spotsylvania, VA, USA) and developed in a TLC chamber with benzene:chloroform:formic acid (70:30:0.5 *v/v*/*v*). Chromatography rods were then dried and analyzed using the Iatroscan MK-6 TLC-FID system (Shell-USA). Peaks were identified via comparison with known standards, and neutral lipid peak area was quantified and expressed as a percentage of all neutral lipid species identified.

Percent fatty acid composition and percent neutral lipid composition, as well as FA desaturation and elongation index data, were analyzed via Randomized Block Two-Way ANOVA (2WA) and Tukey’s Multiple Comparisons Test. All statistical analysis was performed with GraphPad Prism v9.2.0 software (GraphPad Software, San Diego, CA, USA).

### 2.4. Transcriptomic Profiling of NEFA-Treated BeWo Cytotrophoblast Cells

BeWo CT cells were plated at a density of 3.5 × 10^5^ cells/well in 60 mm cell culture dishes and cultured with exogenous NEFAs, as described above. At T72H, the CT cells were washed once with PBS, collected in 0.9 mL TRIzol reagent (Invitrogen), and stored at −80 °C. Samples were then sent to the Genome Québec Innovation Centre for transcriptomic analysis using the Clariom S mRNA microarray (ThermoFisher Scientific, Mississauga, ON, Canada), as previously detailed [67]. In brief, RNA was automatically extracted using the QIAcube Connect (Qiagen, Toronto, ON, Canada). RNA concentration was determined using a Nanodrop 2000 (Nanodrop Technologies Inc., Wilmington, DE, USA), and RNA integrity was confirmed using a Bioanalyzer 2100 (Agilent Technologies, Waldbronn, Germany). cDNA was created from 100 ng total extracted RNA, fragmented, and labeled using the GeneChip WT Terminal Labeling Kit (ThermoFisher Scientific) following the manufacturer’s standard protocol. Labeled cDNA was hybridized to the Clariom S microarray chip using the GeneChip Hybridization oven 640 (Affymetrix, ThermoFisher Scientific, Mississauga, ON, Canada) for 17 h (60 rpm, 45 °C). The GeneChip Hybridization Wash and Stain Kit (ThermoFisher Scientific) was used to wash the microarray chips, and they were then scanned on a GeneChip scanner 3000 (ThermoFisher Scientific).

Microarray data were subsequently analyzed using Transcriptome Analysis Console v4.0 (ThermoFisher Scientific). Raw data were normalized using the Robust Multiple-Array Averaging (RMA) method. Each NEFA treatment condition was compared to the BSA control group in binary, and samples collected from the same passage were paired for analysis. Transcripts with ≥±1.3 fold-change (FC) vs. BSA control and raw *p*-value < 0.05 were determined to be differentially expressed.

To elucidate the impacts of gene expression changes in NEFA-treated BeWo CT cells, we next performed enrichment pathway analysis using both an over-representation analysis and Gene Set Enrichment Analysis (GSEA) approach. For over-representation enrichment analysis, each set of differentially expressed genes (DEGs) was imported into the WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) for using the Wikipathways, Reactome, and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional datasets, as well as the GeneOntology (GO) molecular function and biological processes datasets. Pathways with FDR-corrected *p*-value < 0.05 were considered significantly enriched. For the GSEA approach, all genes identified in the microarray panel were ranked according to signal-to-noise ratio using GSEA v4.2.3 software (Broad Institute Inc., Cambridge, MA, USA) [68,69]. The ranked gene lists were then uploaded to WebGestalt for GSEA analysis using the Wikipathways, Reactome, and KEGG functional datasets, as well as the GO molecular function and biological pathways datasets [70]. GSEA pathways with an FDR-correct *p*-value < 0.25 were determined to be significantly enriched in the NEFA-treated BeWo CT cells, as previously reported [69,71].

### 2.5. RT-qPCR Validation of Differentially Expressed Genes Identified by mRNA Microarray

Differentially expressed genes highlighted to be involved in lipid metabolic processes were selected for validation by RT-qPCR. RNA extracted by Genome Québec for mRNA microarray analysis was returned to our laboratory, and in conjunction with previously collected RNA (from an assessment of BeWo trophoblast syncytialization following NEFA exposure [57]), it was used for validation of DEGs. In brief, 2 µg of RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems; ThermoFisher Scientific, Mississauga, ON, Canada). RT-qPCR was subsequently performed using sample cDNA and the CFX384 Real Time System (Bio-Rad, Mississauga, ON, Canada). Relative expression of genes of interest was then determined using the ∆∆Ct method, with the geometric mean of PSMB6 and GAPDH utilized as a reference. The expression of genes of interest were analyzed in each NEFA treatment in binary versus BSA control samples via paired two-tailed *t*-test. The sequences of RT-qPCR primers utilized for microarray validation are available in Supplementary Table S1.

### 2.6. Cell Collections and Lysis for Untargeted Metabolomic and Lipidomic Profiling of BeWo Cytotrophoblast Cells

BeWo trophoblasts were plated at a density of 2 × 10^6^ cells/plate in 150 mm cell culture dishes and cultured with exogenous NEFAs, as described above. AT T72H, cell media were aspirated, and cells were washed three times with cold PBS. Cellular metabolism was then quenched with ice-cold methanol, and cells were scrapped and collected in microcentrifuge tubes. Samples were then dried first under a gentle stream of N_2_ gas, and residual moisture was removed via lyophilization. Samples were shipped to The Metabolomics Innovation Centre (TMIC, Edmonton, AB, Canada) for untargeted metabolomic and lipidomic profiling of NEFA-treated BeWo CT cells. The dried cell pellets were reconstituted in 400 µL of 1:1 (*v/v*) LC-MS grade methanol:water, and cells were lysed via five freeze–thaw cycles. Tubes were then centrifuged at 16,000× *g* for 10 min at 4 °C. A 300 µL aliquot of resulting supernatant was transferred to a fresh tube for metabolomic profiling, while the remaining supernatant and cell pellets were utilized for lipidomic profiling.

### 2.7. Untargeted Metabolomic Profiling of BeWo Cytotrophoblast Cells

Cellular metabolome profiles were analyzed using a High-Performance Chemical Isotope Labeling (HP CIL) liquid chromatography coupled mass spectrometry (LC-MS) approach, as previously described [67,72,73]. In brief, the 300 µL aliquot of supernatant was dried down and redissolved in water. A proprietary metabolome quantification kit from Nova Medical Testing Inc. (Product Number: NMT-6001-KT, Edmonton, AB, Canada) was used to measure the total metabolite concentration in each sample. Different volumes of each sample were taken and then dried down to adjust samples to the same total metabolite concentration of 2 mM. The samples were then chemically labeled for amine-/phenol-, hydroxyl-, carboxyl, and carbonyl- submetabolome profiling with dansylation reaction, base-activated dansylation reaction, DMPA bromide labeling, and dansylhydrazine labeling, respectively [74]. During labeling, individual samples were labeled with ^12^C-reagents, and a pooled sample, which was generated by mixing an aliquot from each individual sample, was labeled with ^13^C-reagents. The ^12^C-labeled samples were then mixed with the ^13^C-labeled pool in a 1:1 ratio. LC-MS was subsequently utilized for metabolome analysis using an Agilent 1290 LC with an Agilent Eclipse Plus reversed-phase C18 column (150 × 2.1 mm, 1.8 µm particle size) (Agilent Technologies, Santa Clara, CA, USA) linked to a Bruker Impact II QTOF Mass Spectrometer (Bruker Corporation, Billerica, MA, USA).

Metabolomics data were then imported into IsoMS Pro v1.2.7 (Nova Medical Testing Inc, Edmonton, AB, Canada) for data processing and analysis. Metabolites were identified in a three-tier approach with high-confidence identifications in tiers 1 (*m/z* and experimental retention time match to a library of labeled metabolite standards) and 2 (*m/z* and predicted retention time match), and putative matches in tier 3 (*m/z* match), as previously reported [74]. Metabolites with ≥±1.2 FC and raw *p*-value < 0.05 in each NEFA treatment versus BSA control were determined to be differentially abundant. Metabolite peak-pairs (i.e., ^12^C-labeled metabolite from each sample/^13^C-labeled metabolite from a pooled sample) identified in tiers 1 and 2 that had an associated KEGG pathway ID number were then imported into MetaboAnalyst v5.0 website for pathway enrichment analysis (using the homo sapiens KEGG Library) to determine biological impacts of differentially abundant metabolites. KEGG pathways with raw *p*-value < 0.05 were determined to be significantly enriched.

### 2.8. Integration of BeWo Cytotrophoblast Transcriptomic and Metabolomic Profiles

Peak pair data of metabolites in tiers 1 and 2 that have an associated KEGG ID number were subsequently imported into MetaboAnalyst v5.0, and metabolites with a ≥±1.2 FC and raw *p*-value < 0.05 in each NEFA treatment were identified. These differentially abundant metabolites were subsequently integrated with the list of DEGs identified in the Clariom S mRNA microarray using the Joint Pathway Analysis Tool in MetaboAnalyst v5.0 to determine enriched KEGG pathways. KEGG pathways with raw *p*-value < 0.05 that contained both DEGs and differentially abundant metabolites were determined to be significantly enriched integrated pathways.

### 2.9. Untargeted Lipidomic Profiling of BeWo Cytotrophoblast Cells

For lipidomic profiling, the remaining supernatant and cell pellets were processed using a modified Folch liquid–liquid lipid extraction protocol. In brief, samples were vortexed with 5 µL of Splash Lipidomix Mass Spec Standard (Avanti Polar Lipids, Alabaster, AL, USA) and methanol for 20 s, and subsequently vortexed for an additionally 20 s following the addition of dichloromethane. Samples were then incubated at room temperature for 10 min before being centrifuged at 16,000× *g* for 10 min at 4 °C. An aliquot of the resulting organic layer was evaporated to dryness with a SpeedVac. The resulting dried material was resuspended in 15 µL of mobile phase B (MPB, 10 mM ammonium formate in 95% isopropanol:water), vortexed for 1 min, and then diluted with 135 µL of mobile phase A (MPA, 10 mM ammonium formate in methanol:acetonitrile:water 50:40:10 *v*/*v*/*v*). A pooled mixture of all extracts was then prepared for quality control samples (QC) that were injected into the LC-MS system every 7 runs to monitor instrument performance. LC-MS analysis of the extracts was performed in both positive and negative ionization modes using a ThermoFisher Dionex UltiMate 3000 UHPLC (ThermoFisher Scientific) with a BEH C18 Column (Waters Corporation, Milford, MA, USA; 10 cm × 2.1 mm with 1.7 μm particles) coupled with a Bruker Impact II QTOF Mass Spectrometer (Bruker Corporation). Each sample was analyzed in technical duplicate. The chromatograms for the positive and negative ionization injections for each experimental replicate were aligned and combined into a single feature-intensity table using Metaboscope v4.0 (Bruker Corporation) [75,76].

A three-tier approach was utilized to identify the detected peaks. First, lipids were identified based on MS/MS spectral matches by searching the detected MS/MS spectra against the MS Dial LipidBlast database [77], the Human Metabolome database [78], and the MassBank of North America [79,80] LC-MS/MS libraries with Metaboscape v4.0. Compounds with MS/MS match score ≥ 500, precursor *m/z* error ≤ 5 mDa, and isotope pattern match (mSigma) score ≤ 50 were deemed tier 1 (high-confidence) identifications, while MS/MS match scores between 100 and 500 were considered tier 2 identifications. The employed automated identification routine embedded in Metaboscape 4.0 calculates a similarity score between the acquired spectrum and the spectra available in the employed databases in terms of *m/z* values of precursor and fragment ions and relative intensities. A higher MS/MS score corresponds to a higher proportion of matched fragments. Second, the unidentified lipid species were mass-matched to the LipidMaps database (*m/z* error ≤ 5 mDa) for tier 3 identifications. Since lipids can have many isomers and isobars within tight *m/z* tolerances, we employed a scoring approach to select the best identification candidate based on the expected performance of each lipid within our analytical platform (predicted retention time ranges, adduct form, predicted ionization efficiency and sensitivity, odd or even number of carbons in fatty acyl groups, and presence of unexpected modifications) [76].

For the untargeted lipidomics experiments, we followed the lipid nomenclature system suggested by the International Lipidomics Society. Tiers 1 and 2 identifications (MS/MS spectral match using similarity scores between the acquired spectra and common LC-MS/MS databases) were determined at the species or molecular species level, i.e., definition of lipid classes and subclasses, composition of fatty acyl/alkyl residues (or summed composition if individual residues are not specified in the source database), and functional groups. The position of double bonds and stereochemistry of compounds were not determined in this work. When provided, common names shown for selected lipids in tiers 1 and 2 were attributed based on biological intelligence rather than analytical evidence, i.e., the most common form of the molecule found in nature. Tier 3 identifications (*m/z* match using the LipidMaps databases) were determined at the species level, i.e., lipid class and subclass, total number of carbon atoms, total number of double bond equivalents, and total number of additional oxygen or other atoms. Although extensive, the identification routine employed in this work has limitations regarding isomeric or isobaric species. Lipids can have many isomeric forms with identical chemical formulas, masses, and MS/MS fragmentation patterns. The compounds may differ only in the position of double bonds, functional groups, or stereochemistry (e.g., sn positions for glycerol-based lipids). Although some of these lipids can produce distinct chromatographic peaks, they cannot be accurately identified at the structure-defined level by the employed untargeted LC-MS/MS approach. Hence, multiple peaks can be assigned as the same lipid at the molecular species or at the species level. Further information regarding the assumptions and definitions for lipid classification and nomenclature employed for this work can be found at Liebisch et al. (2020) [81].

The detected intensities for identified compounds were normalized to class-matches internal standards, i.e., a mixture of 14 deuterated lipids that represent the most abundant lipid classes in the known lipidome (Splash Lipidomix Mass Spec Standard, Avanti Polar Lipids). Unidentified features could not be matched to the most similar internal standard; hence, they were not employed for statistics. The normalized feature intensities (detected peak intensity/intensity of the most similar internal standard) were then imported to MetaboAnalyst v5.0 for statistical analysis. Non-informative features (i.e., near-constant features in samples based on RSD calculation) and features with low repeatability (RSD >30% in QC samples) were filtered out. The dataset was further normalized by the median intensity ratio within each experiment and auto-scaled. For univariate statistics using Volcano plots, lipid species with ≥±1.5 FC for NEFA treatment/BSA control and raw *p*-value < 0.05 were considered differentially abundant.

The normalized peak intensities of lipid species from each lipid class identified in tiers 1 and 2 were subsequently added together to determine the total abundance of each lipid class in the NEFA treatments. These summed data were imported into MetaboAnalyst v5.0 and the total lipid class intensities of each NEFA condition were compared in to the BSA control in binary using a Wilcoxon rank-sum test to determine differentially abundant lipid classes in each NEFA treatment. Significance was determined using a Bonferroni-corrected cut-off of *p* < 0.0167.

## 3. Results

### 3.1. NEFA-Treatments Impact Fatty Acid Profiles of BeWo Trophoblasts

A total of 10 saturated fatty acids (SFA) species, 6 mono-unsaturated fatty acid (MUFA) species, and 9 polyunsaturated fatty acid (PUFA) species were detected in the BeWo trophoblast samples. Palmitic acid (FA 16:0), stearic acid (18:0), oleic acid (18:1n9c), and arachidonic acid (20:4n6) were highlighted as the most abundant fatty acid species in BeWo trophoblast cultures (Table 1, *n* = 4–5/group).

Syncytialization of BeWo trophoblast cells was associated with significantly reduced relative abundances of 20:1n9 and 20:2, as well as significantly increased relative abundances of 18:2n6 and 20:4n6 compared to undifferentiated BeWo cells (Table 1; *p* < 0.05, *n* = 4–5/group).

PA-treated BeWo cultures displayed significantly increased relative abundances of total SFA species, 16:0, 16:1n7, 22:2, and 20:5n3, as well as significantly decreased relative abundances of total MUFA species, 18:0, and 18:1n9c in both CT and SCT cultures relative to the respective differentiation state BSA-control (Table 1; *p* < 0.05, *n* = 4–5/group). PA-treated BeWo CT cells further displayed a significantly increased relative abundance of 22:5n3, while PA-treated BeWo SCT cells displayed significantly reduced relative abundances of 18:1n7 and 18:2n6 versus respective BSA-control cultures (Table **1**; *p* < 0.05, *n* = 4–5/group).

The OA-treatment in BeWo CT and SCT trophoblasts was associated with significantly increased relative abundance of total MUFA species, 18:1n9c, and 20:1n9, as well as a significantly reduced relative abundance of total SFA and PUFA species, 18:0, 24:0, 16:1n7, 18:1n7, 16:3n4, 18:2n6, 20:3n6, 20:4n6, and 22:5n3 versus respective differentiation state BSA-control cultures (Table 1; *p* < 0.05, *n* = 4–5/group). Additionally, OA-treated BeWo CT cells displayed significantly decreased relative abundances of 14:0, and 16:0, while OA-treated BeWo SCT cells displayed a significantly reduced relative abundance of 18:3n6 versus the respective differentiation state BSA-control (Table 1; *p* < 0.05, *n* = 4–5/group).

*p*/O-treated BeWo CT and SCT cells were found to have increased relative abundances of total MUFA species, 20:1n9, and 20:2, as well as decreased relative abundances of 18:0, 24:0, 18:1n7, 18:2n6, and 20:3n6 compared to BSA-control cultures (Table 1; *p* < 0.05, *n* = 4–5/group). P/O-cultured BeWo CT cells further demonstrated an increased relative abundance of 18:1n9c, as well as decreased relative abundance of total SFA species 14:0, 16:1n7, and 16:3n4 versus BSA-control CT cultures (Table 1; *p* < 0.05, n = 4–5/group). Additionally, P/O-treated BeWO SCT cells displayed a decreased relative abundance of 18:3n6 compared to BSA-control SCT cultures (Table 1; *p* < 0.05, n = 4–5/group).

### 3.2. The Impact of NEFA Treatments on Desaturation and Elongation Indices in BeWo Trophoblasts

Fatty acid profile data were utilized to quantify the activity of fatty acid desaturase and elongase enzymes via calculation of the ratios of enzyme products to substrates (desaturation/elongation index). OA and P/O-treated BeWo SCT and SCT cells displayed significantly reduced SCD1 activity compared to respective BSA-control cultures when assessed by the 16:1n7/16:0 index (Figure 1A; *p* < 0.05, *n* = 5/group). However, when SCD1 activity was assessed by the ratio of 18:1n9c/18:0, OA- and P/O-treated BeWo CT and SCT cells were found to have increased SCD1 activity compared to respective BSA-control cultures (Figure 1B; *p* < 0.05, *n* = 5/group). Furthermore, OA-treated BeWo CT cells displayed increased FADS2 activity (Figure 1C; *p* < 0.05, *n* = 5/group) while OA-treated SCT cells displayed increased FADS2 and FADS1 activity compared to BSA-control cultures (Figure 1C,D; *p* < 0.05, *n* = 5/group). P/O-treated BeWo CT and SCT also displayed increased FADS1 and FADS2 activity compared to BSA-controls (Figure 1C,D; *p* < 0.05, *n* = 5/group). Finally, PA-treated BeWo SCT cells displayed increased FADS2 activity compared to BSA-control SCT cells (Figure 1C; *p* < 0.05, *n* = 5/group). BeWo syncytialization was additionally linked with increased SCD1 activity (when assessed as 16:1n7/16:0) and FADS1 activity, as well as decreased FADS2 activity (Figure 1A,C,D; *p* < 0.05, *n* = 5/group).

OA-treatment was additionally associated with increased elongation of 18:1n9, 16:0, and 20:5n3 in BeWo CT cells, while P/O-treated BeWo CT were only observed to have increased 18:1n9 elongation (Figure 2A–C). PA-treatment in BeWo SCT cells, however, was linked with reduced 16:0 and 20:5n3 elongation (Figure 2B,C). BeWo SCT also displayed an overall reduced elongation of 18:1n9 compared to undifferentiated BeWo CT cells (Figure 2A).

### 3.3. OA-Treatment Alters Neutral Lipid Profiles of BeWo Trophoblasts

Subsequent TLC-FID analysis of extracted lipids from BeWo cultures identified five neutral lipid species in all samples. Specifically, the analyses identified cholesterol ester (CE), free fatty acids (FA), triglycerides (TG), free cholesterol, and diacylglycerols (DG) in BeWo trophoblast neutral lipid fraction. OA-treated BeWo CT and SCT displayed increased relative triglyceride abundance, as well as decreased relative free cholesterol abundance relative to respective differentiation state BSA-control cultures (Table 2; 2WA: NEFA treatment *p* < 0.05, *n* = 5/group).

### 3.4. Transcriptomic Profiles of BeWo Cytotrophoblasts Are Impacted by NEFA Treatment

PA-treated BeWo CT cultures displayed 340 differentially expressed genes (DEGs) (140 upregulated and 200 downregulated); OA-treated CT cultures displayed 208 DEGs (88 upregulated and 120 downregulated); and P/O-treated BeWo CT cultures displayed 221 DEGs (96 upregulated and 125 downregulated) when compared to BSA-control CT cultures (≥± 1.3 FC vs. BSA control CT cultures; raw-*p* < 0.05, *n* = 5/group). 

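Gene expression was measured in BeWo CT cells, an established human choriocarcinoma line that serves as a model of villous cytotrophoblast, after 72 h of culture with 0.3% BSA alone, with 100 µM PA, with 100 µM OA, or with 50 µM of each (P/O). PA is a saturated and OA a monounsaturated fatty acid. The 20 Clariom S microarrays comprised 5 replicate cultures in each of the 4 groups, and their number limits the precision of every value. The values are log2 signals that the authors produced by RMA in the Transcriptome Analysis Console. After 2903 control probe sets were left out, 21448 probe sets were tested, of which 17709 carry a gene symbol in the annotation held and 3739 carry none. The methods pair samples of the same passage, and the replicate number was taken as the passage. Each treatment was therefore compared with BSA-control cultures in limma with the pair as a block, and a change is a mean of 5 within-pair differences. The study criteria are an absolute fold change of at least 1.3 and an unadjusted p under 0.05. A probe set was additionally called when its Benjamini-Hochberg adjusted p was under 0.05. The level of unexpressed genes was gauged from 348 probe sets of olfactory receptors, which CT cells have no known use for. The 95th percentile of their mean signals was 5.28, and 66.8% of all probe sets lay above it. The array medians of BSA-control cultures lay between 6.38 and 6.45 (mean 6.41) and those of OA-treated cultures had the same mean, whereas PA-treated cultures lay between 6.32 and 6.38 and P/O-treated cultures between 6.25 and 6.28.

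**Figure D1:**
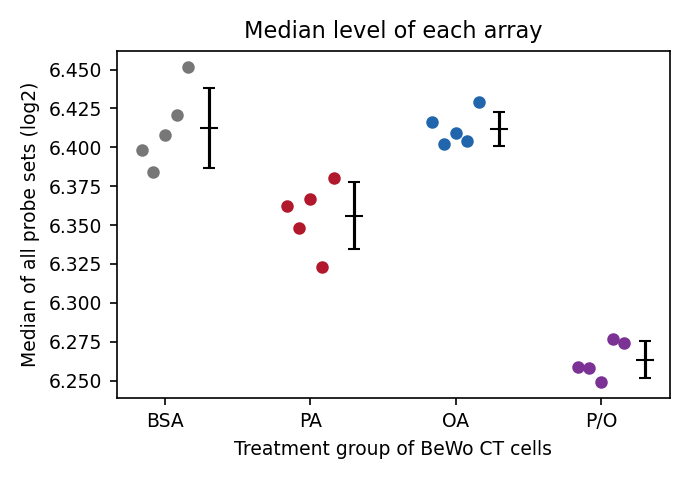
Median log2 signal of all probe sets on each of the 20 arrays (points) with the mean and SD of each group. The 5 P/O arrays lie between 6.25 and 6.28, below every BSA array.

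The study's Table S2 prints the BSA-control average of each listed transcript, so that the controls of each comparison can be matched to the BSA arrays. For OA the tabulated control average differed from the mean of the BSA arrays with an SD of 0.0367 over 146 matched transcripts, and the study's p-value was recovered within 2% for 100% of them. For PA the SD was 0.176 over 234 transcripts and the p-value was recovered for 1.71%, and for P/O these were 0.183 over 147 transcripts and 0.680%. The BSA and OA columns thus come from a single RMA run, and the PA and P/O columns each come from a run with other control values. Any difference between PA or P/O and BSA cultures therefore also holds a difference between runs, which no model can separate from the treatment because in the values held the PA run and the P/O run each supply arrays of 1 condition only. The comparison of OA with BSA is free of this limit.

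**Figure D2:**
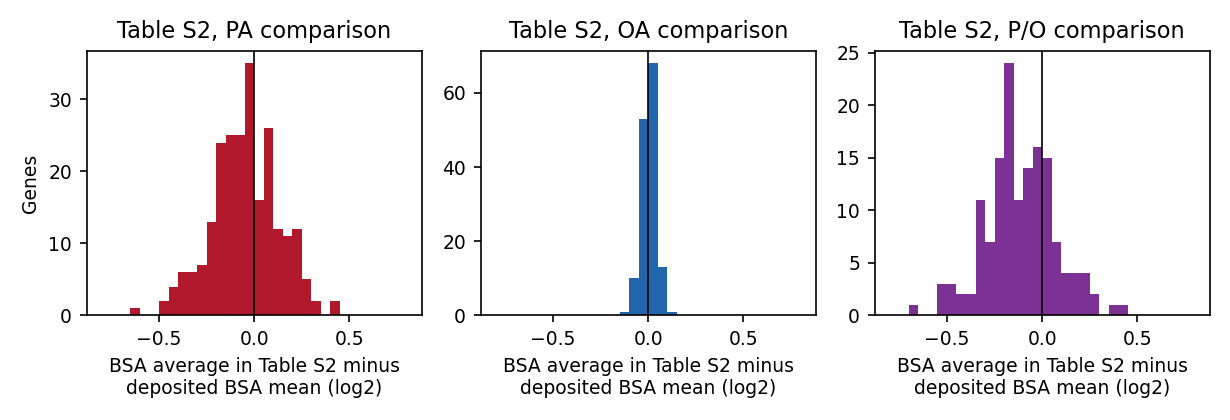
Difference between the control average printed in Table S2 and the mean of the 5 BSA arrays (log2 units) for transcripts matched in the PA, OA and P/O comparisons. OA lies between −0.12 and 0.10, whereas PA spans −0.64 to 0.42 and P/O −0.68 to 0.42.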

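OA-treated BeWo CT cells had 188 probe sets at the study criteria, of which 68 were higher and 120 lower than in BSA-control cultures. Left out in turn, replicates 1 to 5 gave 284, 284, 338, 334 and 348. Among the highest were *CREB3L3*, a transcription factor of lipid metabolism, and *ACSL5*, which activates long-chain fatty acids for further metabolism. No probe set reached an adjusted p under 0.05 in OA-treated cells (smallest 0.0801 from limma). At an unadjusted p under 0.05 there were 1119 probe sets, where 1072.4 are expected by chance alone. The same arrays gave 20 probe sets at an adjusted p under 0.05 when limma's trended and robust variances were used, 2 when the pair was a random effect, and 3 with either filter on dim probe sets. In the deposited values of PA-treated cells 1578 probe sets met the study criteria (411 higher and 1167 lower) and 261 had an adjusted p under 0.05 (78 higher and 183 lower). In those of P/O-treated cells the counts were 2201 (193 higher and 2008 lower) and 310 (17 higher and 293 lower). The median change over all probe sets was −0.06 log2 units in PA, 0.00 in OA and −0.14 in P/O, against which P/O changes are to be read, and most of those given hereafter are followed by their value relative to it. After the arrays had been centred on their medians P/O had 673 higher and 587 lower probe sets at the study criteria, and after quantile normalization 616 and 622, with none at an adjusted p under 0.05 in either case. In PA these alternatives gave 665 higher and 714 lower, and 647 and 707, with 227 and 114 at an adjusted p under 0.05. When any 1 replicate number was left out, no probe set in PA and at most 1 in P/O had an adjusted p under 0.05. Of the probe sets at the study criteria 62.5% in PA, 62.8% in OA and 56.5% in P/O had mean signals over all 20 arrays below the olfactory receptor level. When the spread between runs, estimated from the control averages after the counts had been seen, was added to the error, 537 probe sets met the study criteria in PA and 395 in P/O, of which 537 and 368 are among the 1578 and 2201, and none had an adjusted p under 0.05. The spread was estimated on transcripts that the study itself had called. With it 2.50% of probe sets in PA and 1.84% in P/O had an unadjusted p under 0.05, fewer than chance gives. It may thus be too wide for other transcripts, which was not tested.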

A summary of the DEGs identified in each NEFA-treatment condition is available in Supplementary Table S2. Volcano plots were then constructed to visualize differentially expressed transcripts in each NEFA-treatment (Figure 3A–C).

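In OA-treated BeWo CT cells the largest increases were those of *CREB3L3*, with a log2 change of 1.34 (standard error 0.14, n = 5 pairs, adjusted p = 0.0801 from limma), and of *MAMDC2*, a secreted proteoglycan, with 1.07 (standard error 0.11). *IRF8*, an interferon-regulated transcription factor, differed by 0.74, *SLC26A4*, an anion exchanger, by 0.64, and *UCP2*, a mitochondrial carrier that the fatty acid receptors of the PPAR family induce, by 0.51, none of them at an adjusted p under 0.05. Lower signals in all 5 pairs were found for *SGK1*, a kinase that regulates sodium transport (−0.89, standard error 0.16), and *SEMA6A*, a semaphorin (−0.64, standard error 0.11). *DAB2*, an endocytic adaptor, lay at −0.54. In the PA arrays *TACR2*, a neurokinin receptor, was higher by 0.95 (standard error 0.11, n = 5 pairs, limma adjusted p = 0.0277) and *PECAM1*, an adhesion molecule, by 0.62 (adjusted p = 0.0380), while *BID*, which promotes apoptosis, was lower by a log2 change of −1.06 (adjusted p = 0.0380), as was *SOAT2*, which esterifies cholesterol, at −0.71 (adjusted p = 0.0291). In the P/O arrays *GLYAT*, which conjugates acyl-CoA to glycine, was higher by 0.69 (standard error 0.11, n = 5 pairs, limma adjusted p = 0.0378), and *TUBAL3*, a tubulin, was lower at −0.95 (standard error 0.14, adjusted p = 0.0378). Relative to the median change these were 0.83 and −0.81, and no P/O call at an adjusted p under 0.05 remained after median centring or quantile normalization. *BID*, *SOAT2*, *TACR2*, *GLYAT*, *TUBAL3* and *SLC26A4* had mean signals in every group, and *PECAM1* in all but PA (5.34), below the olfactory receptor level, where a change in signal need not reflect a change in transcript. For *BID*, *SOAT2*, *TACR2* and *PECAM1* in PA and *GLYAT* and *TUBAL3* in P/O no control average of the study was matched. For PA and P/O the size of such differences cannot be separated from the RMA run.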

A Venn diagram was additionally constructed to visualize the DEGs that were unique to each NEFA-treatment, as well as those common in two or all three of the NEFA-treatment conditions (Figure 3D). 

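Of the probe sets at the study criteria, 42 were common to PA- and OA-treated BeWo CT cells in the same direction (9 higher and 33 lower). In cultures simulated without any treatment effect but with shared controls, the median was 53 (range 39 to 60 over 20 simulations), since the same BSA arrays enter both comparisons. The BSA arrays were also divided between the comparisons, which leaves each fewer controls, and fitted without the pair. With all BSA arrays, fits without the pair gave 42 here, 517 for PA and P/O and 46 for OA and P/O. Over 20 divisions the median was 25.5 (range 16 to 43), where independent lists of those sizes give a median of 18.6 (range 12.2 to 37.6). Of the 20 divisions 19 lay above their own expectation. Between PA and P/O 562 were common (61 higher and 501 lower), against a simulated median of 56.5 (range 43 to 62), and 294 (range 273 to 323) with divided controls, where 121 (range 100 to 148) are expected. Between OA and P/O 46 were common (6 higher and 40 lower), against a simulated median of 55.5 (range 49 to 71), and 29.5 (range 21 to 55) with divided controls, where 28.3 (range 18.1 to 58.5) are expected and 13 of 20 divisions lay above. The overlaps of OA with the other lists are thus of a size that shared controls can give by themselves. However, the simulated lists hold fewer calls than those of PA and P/O, and more than that of OA (median 290.5 against 188). The counts are therefore not set on equal terms. With divided controls the overlap of OA with PA exceeds what independent lists give. Treated arrays with the same replicate number, whose deviations correlate (mean 0.123 between PA and OA), enter both lists. Left out in turn, replicates 1, 3, 4 and 5 raised the overlap of PA and OA to 73, 98, 64 and 74, and replicates 3, 4 and 5 that of OA and P/O to 91, 83 and 90. The PA and P/O columns come from separate RMA runs, neither of which is the run of the deposited controls, so a shift of the control run enters both lists alike. Examples of genes lower in both were *PLCB4*, a phospholipase C, at −0.51 in PA and −0.57 in P/O (−0.44 relative to the median), and *SOAT2*, at −0.71 and −0.72 (−0.59), both with signals below the olfactory receptor level.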

Twenty-three differentially expressed transcripts were found to be common between PA and OA-treated CT cells; thirty-two DEGs were common between PA and P/O treatments; and nine genes were found to be differentially expressed in both OA and PO-treated cells (Figure 3D). 

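At the study criteria 24 probe sets were called in all 3 treatments, 4 of them higher and 20 lower (49 without replicate 3 and 37 without replicate 4). The higher ones were *CREB3L3*, *MAMDC2*, *ACSL5* and *IRF8*. *MAMDC2* was higher by a log2 change of 0.66 in PA and 0.51 in P/O (0.64 relative to the median), and *IRF8* by 0.74 in PA and 0.61 in P/O (0.75). Among the lower ones *CYP51A1*, which demethylates lanosterol on the way to cholesterol, lay at −0.43 in PA, −0.41 in OA and −0.48 in P/O (−0.34). *CLDN10*, a tight-junction claudin, lay at −0.98, −0.43 and −0.56 (−0.42) in the same order, and *FMO5*, a flavin monooxygenase, at −0.63, −0.55 and −0.50 (−0.36), where *FMO5* lies below the olfactory receptor level in every group and *CLDN10* in the treated groups but not in controls (5.62). Each value is a mean of 5 pairs, and the same 5 BSA arrays serve all of them. A low or high value in those controls therefore moves all 3 changes together. The study's PA control averages differ from the mean of the BSA arrays by −0.41 for *CLDN10*, 0.06 for *MAMDC2* and 0.04 for *IRF8*. Part of the PA change of *CLDN10* is therefore a run difference. Counted separately, 998 probe sets were called in PA alone, 124 in OA alone and 1617 in P/O alone.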

A further 9 genes were found to be differentially expressed in all NEFA-treated BeWo CT cells (Figure 3D). A summary list of unique and common DEGs is available in Supplementary Table S3.

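Lists of genes fixed before the data were examined were counted in PA- and OA-treated BeWo CT cells. Of 26 measured genes of steroid hormone synthesis, 1 was higher and 4 were lower at the study criteria in the PA arrays, and none had an adjusted p under 0.05 (1 higher and 1 lower when adjusted over the list alone). The higher one was *CYP1A1*, which hydroxylates estrogens (log2 change 0.50), and the lower ones include *HSD11B1*, which activates cortisone (−0.68), and *CYP17A1*, which makes androgens (−0.38). Of 36 antioxidant genes, 2 were lower in PA, *KEAP1*, the repressor of the antioxidant factor NRF2 (−0.39), and the reductase *AKR1C1* (−0.43), and none passed either adjustment. Of 47 proliferation genes, *KIF11* (−0.52) and *CENPE* (−0.41), motor proteins of the mitotic spindle, were lower and neither passed an adjustment. Of 36 genes of glycolysis and hypoxia 1 was higher, with none past an adjustment, and of 30 genes of the amino acid response none was called. In OA-treated cells 1 steroid hormone gene was lower at the study criteria, *CYP19A1*, the aromatase that makes estrogens (−0.51, standard error 0.14, n = 5 pairs), and none of the antioxidant, proliferation, glycolysis or amino acid genes was called. No gene of these lists passed the adjustment over all probe sets in OA, nor the adjustment over the list alone. In PA 19 of the 26 steroid hormone genes lay above the median of all probe sets, with a list median 0.09 above it, and camera pointed to higher expression (adjusted p = 0.134, and 0.579 with the estimated correlation). The signals of *HSD11B1*, *CYP17A1* and *AKR1C1* lie below the olfactory receptor level, and the PA counts carry the difference between RMA runs.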

Over-representation analysis revealed no significantly enriched pathways in the DEGs lists in PA- and OA-treated BeWo CT cells (Supplementary Table S4). 

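Of 25 measured genes of fatty acid biosynthesis, a list fixed before the data were examined, 1 was higher and 5 were lower in P/O-treated BeWo CT cells at the study criteria. None had an adjusted p under 0.05 over all probe sets, and 2 were lower when adjusted over the list alone. The acyl-CoA synthetases *ACSL6* (log2 change −0.47, standard error 0.15, n = 5 pairs, limma adjusted p = 0.114) and *ACSBG1* (−0.72, standard error 0.22) were lower, as was *ACSS2*, which makes acetyl-CoA from acetate (−0.45, standard error 0.12). Relative to the median of all probe sets these were −0.33, −0.58 and −0.31. Of the 8 ligands and interactors of the chemokine receptor CXCR3 that were measured, 1 was higher and 1 was lower. *CXCL10* was higher (0.46, standard error 0.15, adjusted p = 0.112, 0.60 relative to the median) and *CXCL13* lay at 0.30 (standard error 0.10, relative 0.43). *PPBP*, a platelet chemokine, was lower at −0.59 (standard error 0.09, adjusted p = 0.0378, relative −0.45), and was the only one called over all probe sets and over the list alone. *CXCL11* lay at −0.17 (standard error 0.13, relative −0.03) and was not called. The signals of *ACSBG1* and the 4 chemokines named lie below the olfactory receptor level, as does that of *ACSL6* in P/O (5.07) but not in controls (5.54), and the call of *PPBP* over all probe sets was lost after median centring. The paper drew both sets from these same samples, so their counts are not independent evidence, and the P/O arrays come from another RMA run than the BSA arrays held. The study's P/O control averages differ from the mean of the BSA arrays by 0.30 (*CXCL11*), −0.19 (*CXCL13*), 0.02 (*CXCL10*) and −0.07 (*ACSL6*). The run difference thus made the changes of *CXCL11* and *CXCL13* smaller here.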

In the P/O-treated BeWo CT cells, there was a significant enrichment in the Wikipathways “Fatty Acid Biosynthesis” dataset (associated with the DEGs: *ACACB* ((+1.32 FC), *ACSL5* (+1.77 FC), *ACSL6* (−1.34 FC) and *SCD* (−1.24 FC)), as well as in the GO “CXCR3 Chemokine Receptor Binding” molecular function dataset (associated with the DEGs: *CXCL10* (+1.39 FC), *CXCL13* (+1.42 FC), and *CXCL11* (−1.37 FC)) (Supplementary Table S4, FDR-*p* < 0.05).

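Cadherins join neighbouring cells at adherens junctions. Of 26 measured cadherins and junction genes, a list the study itself points to on these samples and thus no independent evidence, none was higher and 2 were lower at the study criteria in PA-treated BeWo CT cells, 1 of them at an adjusted p under 0.05 and both when adjusted over the list alone. *CDH10* was lower by a log2 change of −0.61 (standard error 0.11, n = 5 pairs, limma adjusted p = 0.0451). *CDH17*, a cadherin of liver and intestine, lay at −0.71 (standard error 0.16, adjusted p = 0.0723), and 4 of its 5 pairs were lower. *CDH9* was lower in every pair, by a mean of −0.27 (standard error 0.10, adjusted p = 0.202), which is below the fold criterion. In the list 12 genes lay above the median change of all probe sets. *CDH17* was also lower in OA-treated cells, at −0.65 (standard error 0.21, adjusted p = 0.918), where 1 member of the list was lower and none passed either adjustment, and in P/O 3 members were lower with none passing. *CDH10*, *CDH17* and *CDH9* all have signals below the olfactory receptor level, so their changes are those of dim probe sets. The control averages that Table S2 prints for PA lie 0.17 below the mean of the BSA arrays for *CDH17* and 0.15 above it for *CDH9*, so a difference between runs is not the whole of either change, while for *CDH10* no such average was matched and its cause is open.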

Subsequent enrichment analysis using a GSEA approach highlighted a significant downregulation of the Reactome “Adherens Junctions Interactions” pathway (associated with the DEGs: *CDH17* (−1.48 FC), and *CDH9* (−1.36FC)) in PA-treated BeWo CT cells (Supplementary Table S5, FDR-*p* < 0.25). In PA-treated BeWo CT cells, a significant upregulation was also observed in the Reactome “Peptide Hormone Biosynthesis” pathway (no associated DEGs), as well as the KEGG datasets for: “Staphylococcus Aureus Infection” (associated with the DEG: *ITGB2* (+1.4 FC)); “PPAR Signaling Pathway” (associated with the DEGs: *ACSL5* (+1.77 FC), *APOA2* (+1.51 FC), *FABP2* (+1.31 FC), *FABP6* (+1.36 FC), *HMGCS2* (+1.34 FC), and *PLIN2* (+1.35 FC)); “Th1 and Th2 Cell Differentiation” (associated with the DEGs: *IKBKG* (+1.32 FC), and *IL12A* (+1.35 FC)); “Fatty Acid Biosynthesis” (associated with the DEGs: *ACSL5* (+1.77 FC), and *ACACB* (+1.57 FC)); “Leishmaniasis” (associated with the DEGs: *ITGB2* (+1.4 FC), *NCF1* (+1.35 FC), and *IL12A* (+1.35 FC)); “Cortisol Synthesis and Secretion” (associated with the DEGs: *CREB3L3* (+2.31 FC), *CYP21A2* (+1.31 FC), and *HSD3B1* (+1.34 FC)); “Ovarian Steroidogenesis” (associated with the DEGs: *CYP1A1* (+1.37 FC), and *HSD3B1* (+1.34 FC)); “Adipocytokine Signaling Pathway” (associated with the DEGs: *ASCL5* (+1.77 FC), *ACACB* (+1.57 FC), and *IKBKG* (+1.32 FC)); and “Primary Bile Acid Biosynthesis” (no associated DEGs) (Supplementary Table S5, FDR-*p* < 0.25)

In the OA-treated BeWo CT cells, there was a significant upregulation in the Wikipathways “PPAR Signaling Pathway” dataset (associated with the DEG: *ACSL5* (+1.87 FC)) and in the KEGG “PPAR Signaling Pathway” dataset (Associated with the DEGs: *ACSL5* (+1.87 FC), and *PLIN2* (+1.46 FC)) (Supplementary Table S5, FDR-*p* < 0.25). 

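PPARs are fatty acid-activated receptors that induce genes of lipid use and storage. Of 64 measured PPAR genes, listed before the data were examined, 2 were higher and 1 was lower in OA-treated BeWo CT cells at the study criteria, none at an adjusted p under 0.05 over all probe sets and the same 3 when adjusted over the list alone. The higher ones were *ACSL5*, with a log2 change of 0.91 (standard error 0.10, n = 5 pairs, limma adjusted p = 0.0801), and *PLIN2*, which coats lipid droplets, and the lower one was the desaturase *SCD*. *ACSL1*, a further acyl-CoA synthetase, lay at 0.36, *FABP5*, which carries fatty acids in the cytosol, at 0.32 and *APOC3*, an apolipoprotein, at 0.29. In the list 39 genes lay above the median of all probe sets. The set test of limma, camera with a preset correlation of 0.01 between genes, gave p = 0.0829 in the direction of higher expression (adjusted p = 0.181 over 24 tests of 8 lists in 3 treatments). The rotation test fry, which asks only whether the genes of a set move on balance 1 way, gave an adjusted p of 0.0119, and ranked enrichment with fgsea an adjusted p of 0.00409. The list rests on the pathway that the study reports from these samples, and so is not independent evidence. Over the 24 tests 1 passed camera, none passed when the correlation was estimated from the data, 13 passed fry and 2 passed fgsea.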

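Genes of linoleic acid metabolism encode phospholipases that release the fatty acid and cytochromes P450 and lipoxygenases that oxidize it. Of 28 measured genes of this list, fixed before the data were examined, none was higher or lower at the study criteria in OA-treated BeWo CT cells, and none passed either adjustment. The largest changes were those of *CYP2E1*, a P450 that hydroxylates fatty acids (log2 −0.27, standard error 0.07, n = 5 pairs, limma adjusted p = 0.847), and *PLA2G2E*, a secreted phospholipase (−0.24). Above the median of all probe sets lay 12 of the genes. Camera gave p = 0.139 toward lower expression (adjusted p = 0.278, and p = 0.222 with the estimated correlation), and fgsea p = 0.0439 (adjusted p = 0.290). In PA the same list held 1 higher and 1 lower gene at the study criteria, and in P/O 4 lower ones, all 4 when adjusted over the list alone, among them *CYP1A2* (−0.59, or −0.45 relative to the median) and *PLA2G2F* (−0.46, or −0.33). The signals of *CYP2E1* and *CYP1A2* lie below the olfactory receptor level. The camera p was 0.435 in PA and 0.712 in P/O, and these values include the difference between runs.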

A significant downregulation was also observed in KEGG “Linoleic Acid Metabolism” dataset (no associated DEGs) in OA-treated BeWo CT cells (Supplementary Table S5, FDR-*p* < 0.25).

In the P/O-treated cells, a significant upregulation was observed in the Reactome “Gene and protein expression by JAK-STAT signaling after Interleukin-12 stimulation” pathways (no associated DEGs), as well as in the GO “Amine Transport” biological processes dataset (no associated DEGs) (Supplementary Table S5, FDR-*p* < 0.25). 

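Genes that carry the interleukin-12 signal were chosen from general knowledge after the data had been seen, and none of those given here had an adjusted p under 0.05 in P/O-treated BeWo CT cells. The receptor-bound kinases *JAK2* and *TYK2* lay at log2 changes of −0.08 (standard error 0.09, n = 5 pairs, limma adjusted p = 0.599) and −0.15 (standard error 0.09, adjusted p = 0.323), or 0.06 and −0.01 relative to the median. *STAT4*, the transcription factor they activate, lay at 0.05 (standard error 0.10, adjusted p = 0.746), or 0.19. The receptor chain *IL12RB1* was lower at −0.44 (standard error 0.11, adjusted p = 0.0779) and *IL12RB2* at −0.32 (adjusted p = 0.0948), or −0.31 and −0.19. *IL10*, an anti-inflammatory cytokine that the paper does not name, was higher by 0.47 (standard error 0.10, adjusted p = 0.0574), or 0.61 relative to the median. Of the transporters of amines, that for serotonin, *SLC6A4*, lay at −0.19 (adjusted p = 0.286), that for noradrenaline, *SLC6A2*, at 0.10 (adjusted p = 0.644), and the vesicular carrier *SLC18A2* at −0.07 (adjusted p = 0.714), or −0.05, 0.24 and 0.06 relative to the median. Except for *TYK2* and *SLC6A4*, the signals of all these genes lie below the olfactory receptor level in controls, and all but that of *SLC6A2* (5.35) in P/O. The gene sets of this statement were not held, so no set test was made, and the control values of the P/O run are not held.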

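The signal-to-noise ratio of a gene is the difference of the group means divided by the sum of the group SDs. As the enrichment software applies it, an SD below 20% of the mean is raised to that share, which on log2 signals set both SDs for nearly every gene (100% in OA). In OA-treated BeWo CT cells *CREB3L3* then ranked 1, *SLC26A4* 2, *ACSL5* 3 and *MAMDC2* 6 of 17687 genes, whereas *PLIN2*, a bright gene that was higher in all pairs, ranked 859. Without the minimum SD *SLC26A4* ranked 1 and *ACSL5* 10. In OA 96 of the 100 highest genes lay below the olfactory receptor level with the minimum and 33 without it. Their median signal was 3.39, where that of all genes was 6.56. In PA *CREB3L3* ranked 15 and *ACSL5* 188, and in P/O they ranked 80 and 129. The scores correlated across genes with those of Table S6 at r = 0.911 in OA (1678 matched genes), 0.421 in PA (1662) and 0.419 in P/O (1666). Genes are not independent replicates, and the copy of Table S6 held contains only part of the ordered lists.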

Summary Ordered lists of the genes identified in the microarray panels, and their respective signal-to-noise ratio scores, are available in Supplementary Table S6.

### 3.5. RT-qPCR Validation of Differentially Expressed Genes

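*CREB3L3*, which drives genes of fatty acid oxidation and triglyceride clearance, was higher in PA-treated BeWo CT cells by a log2 change of 1.07 (standard error 0.16, n = 5 pairs, limma adjusted p = 0.0380). *ACSL5*, which couples long-chain fatty acids to coenzyme A, was higher by 0.55 (standard error 0.09, adjusted p = 0.0380). *PLIN2* was higher in every pair, by a mean of 0.44 (standard error 0.09, adjusted p = 0.0640), and met the study criteria. *ACADVL*, the first enzyme of mitochondrial oxidation of very-long-chain fatty acids, was higher in every pair, by 0.29 (standard error 0.09, adjusted p = 0.129), and *ACACB*, which makes the malonyl-CoA that restrains that oxidation, by 0.36 in 4 of 5 pairs (standard error 0.15, adjusted p = 0.227), both below the fold criterion. *ACACB* met it when the arrays were scaled to a common median (0.42) or quantile-normalized (0.43), and without replicate 4 (0.51), and *PLIN2* no longer met it without replicate 3 (0.38). Each of these differences is one between separately processed arrays. The study's PA control averages differ from the mean of the BSA arrays by −0.12 (*CREB3L3*), −0.26 (*ACSL5*), −0.003 (*PLIN2*), −0.12 (*ACADVL*) and −0.17 (*ACACB*). Lower controls give larger increases, so the run difference did not enlarge these. No adjusted call in PA remained once the spread between runs was counted as error. With that error 2.50% of probe sets had an unadjusted p under 0.05, fewer than chance gives, so it cannot decide.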

In PA-treated BeWo CT cells, RT-qPCR analysis confirmed differential expression of *ACACB* (+1.57 FC microarray; +1.34 FC RT-qPCR); *ACADVL* (+1.32 FC microarray; +1.47 FC RT-qPCR); *ACSL5* (+1.77 FC microarray; +2.57 FC RT-qPCR); *CREB3L3* (+2.31 FC microarray; +5.29 FC RT-qPCR); *PLIN2* (+1.35 FC microarray; +1.83 FC RT-qPCR) (Figure 4A, *p* < 0.05, *n* = 9). It is important to note that *SCD* mRNA abundance although statistically significant (*p* < 0.05) in the microarray panel did not meet the ±1.3 FC cut-off to be considered differentially expressed in PA-treated CT cells (−1.16 FC). 

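*SCD*, the desaturase that converts palmitoyl- and stearoyl-CoA into monounsaturated products, was lower in all 5 pairs of PA-treated and BSA-control BeWo CT cultures. Its mean log2 change was −0.25 (standard error 0.10, limma adjusted p = 0.201), a fold change of −1.19, which does not meet the fold criterion. Of 28 measured genes of desaturation and elongation, fixed before the data were examined, none was higher and 1 was lower at the study criteria in PA, *HACD4*, which acts in elongation (−0.49, with a signal below the olfactory receptor level), and none passed either adjustment. The camera test of this list gave an adjusted p of 0.377 toward lower expression. The deposited PA values lie lower as a whole by the median change given with the counts, so part of so small a difference is shared by all genes.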

Subsequent RT-qPCR analysis likewise highlighted a significant decrease in *SCD* mRNA abundance in PA-treated BeWo CT cells (−1.24 FC; Figure 4a, *p* < 0.05, *n* = 9). The microarray panel also highlighted a significant downregulation in a transcript best identified as *ACACA*, however RT-qPCR analysis demonstrated no significant alterations in *ACACA* mRNA abundance (Figure 4A, *p* = 0.057, *n* = 9). 

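The transcript that the study assigns to *ACACA*, the acetyl-CoA carboxylase that supplies malonyl-CoA for fatty acid synthesis, carries a name of its own in Table S2 and could not be matched to a probe set, so no value is given for it. The probe set of the host gene itself lay at a log2 change of −0.20 in PA-treated BeWo CT cells (standard error 0.12, n = 5 pairs, limma adjusted p = 0.379) and did not meet the study criteria. In OA-treated cells the host gene lay at 0.04 (adjusted p = 0.996). The PA value compares arrays of different RMA runs, whereas the OA value does not.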

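*AQP3*, an aquaporin that also passes glycerol, the backbone of triglycerides, was higher in 4 of 5 pairs of PA-treated BeWo CT cultures by a mean log2 change of 0.33 (standard error 0.12, limma adjusted p = 0.183). This is a fold change of 1.26, which falls short of the fold criterion. It met the study criteria after scaling of the arrays to a common median or quantile normalization (0.39), and without replicate 1 (0.40) or replicate 4 (0.42). In OA-treated cells *AQP3* lay at 0.03 (adjusted p = 0.996), and in P/O-treated cells it lay at −0.06, or 0.07 relative to the median of all probe sets. Against P/O the PA arrays were higher by 0.39 (95% confidence interval 0.18 to 0.61, adjusted p = 0.0433) and against OA by 0.30 (0.08 to 0.51, adjusted p = 0.125), contrasts that also set separate runs against each other.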

Finally, *AQP3* was highlighted as differentially expressed in the microarray panel, however there was no significant difference in *AQP3* mRNA abundance when assessed by RT-qPCR (Figure 4A, *p* = 0.4287, *n* = 9).

In OA-treated BeWo CT cells, RT-qPCR analysis confirmed the differential expression of: *ACSL5* (+1.87 FC microarray; +2.60 FC RT-qPCR); *CREB3L3* (+2.48 FC microarray; +7.38 FC RT-qPCR); *PLIN2* (+1.46 FC microarray; +1.90 FC RT-qPCR); and *SCD* (−1.41 FC microarray; −1.98 FC RT-qPCR) (Figure 4B, *p* < 0.05, *n* = 9). 

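In OA-treated BeWo CT cells *CREB3L3* had a log2 signal of 6.85 ± 0.22 (SD, n = 5) against 5.51 ± 0.39 in BSA-control cultures, a fold change of 2.54. *ACSL5* went from 5.00 ± 0.26 in controls, below the olfactory receptor level, to 5.91 ± 0.28, a fold change of 1.88. *PLIN2*, among the brightest genes, went from 11.87 ± 0.38 to 12.38 ± 0.34, a log2 change of 0.50 (standard error 0.07, n = 5 pairs, limma adjusted p = 0.511) and a fold change of 1.42. *SCD* went from 11.64 ± 0.10 to 11.12 ± 0.12, a log2 change of −0.53 (standard error 0.08, adjusted p = 0.511) and a fold change of −1.44. All 4 genes moved in the same direction in every pair. None reached an adjusted p under 0.05, the closest being *CREB3L3* and *ACSL5*, which share the smallest adjusted p of the comparison. BSA and OA arrays belong to the same RMA run.

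**Figure D3:**
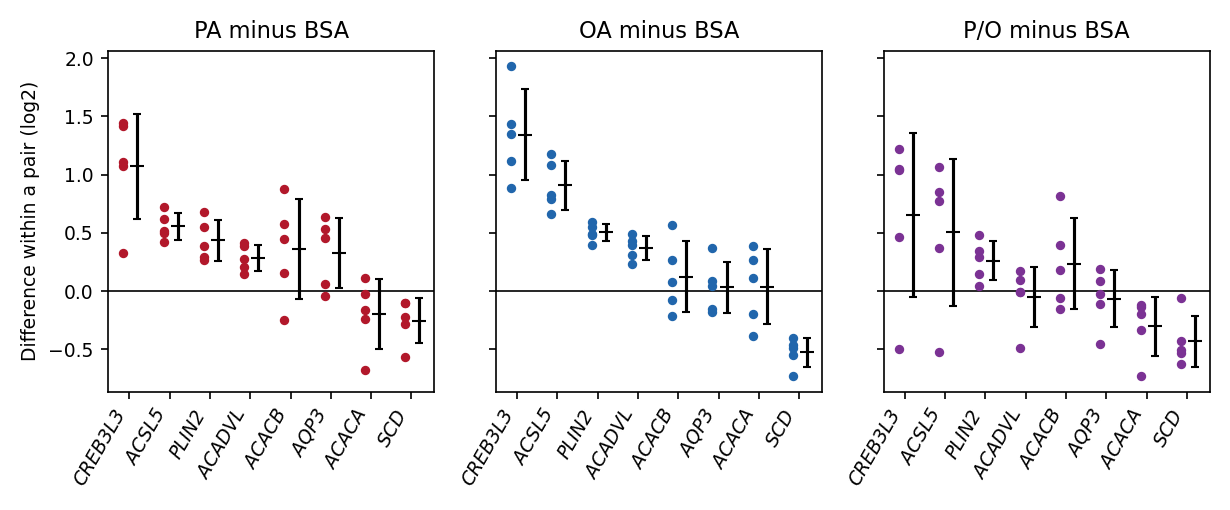
Log2 difference of lipid genes between each NEFA-treated BeWo CT culture and the BSA-control culture of its pair (points, 5 pairs), with the mean and SD. In OA every pair is higher for CREB3L3, ACSL5 and PLIN2 and lower for SCD, and the PA and P/O signals come from other RMA runs than BSA.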

The microarray panel also highlighted a significant increase in *ACADVL* mRNA abundance although this transcript did not meet the ±1.3 FC cut-off to be considered differentially expressed. However, it is important to note that RT-qPCR analysis also highlighted a significant increase in *ACADVL* mRNA abundance in OA-treated BeWo CT cells (+1.43 FC; Figure 4B, *p* < 0.05, *n* = 9).

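*ACADVL* was higher in OA-treated BeWo CT cells by a log2 change of 0.37 (standard error 0.08, n = 5 pairs, limma adjusted p = 0.839), from 8.19 to 8.56, which as a fold change of 1.29 lies just under the fold criterion. It met the criteria after quantile normalization (0.38) and without replicate 2 (0.39) or replicate 3 (0.41). *HSD17B13*, a lipid droplet protein with a signal below the olfactory receptor level, was higher by 0.39 (standard error 0.09, adjusted p = 0.839). Of 44 measured genes of mitochondrial and peroxisomal fatty acid oxidation, fixed before the data were examined, *UCP2* alone was higher at the study criteria in OA and none was lower, and none passed either adjustment. *SLC25A20*, which carries acylcarnitines into mitochondria, lay at 0.33 (standard error 0.10, adjusted p = 0.878). The camera test gave an adjusted p of 0.134 toward higher expression. *ACACB* lay at 0.13 in OA (standard error 0.12, adjusted p = 0.985).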

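In P/O-treated BeWo CT cells *CREB3L3* was higher by a log2 change of 0.66 (standard error 0.23, n = 5 pairs, limma adjusted p = 0.141), or 0.79 relative to the median of all probe sets, and *ACSL5* by 0.51 (standard error 0.21, adjusted p = 0.185), or 0.64. Both were lower in replicate 4, by −0.50 and −0.53, and higher in the other pairs, where *CREB3L3* lay between 0.47 and 1.22 and *ACSL5* between 0.37 and 1.07. Without replicate 4 their mean log2 changes were 0.94 and 0.76, whereas *CREB3L3* lost its call without replicate 1, 3 or 5 (0.56, 0.56 and 0.51) and *ACSL5* without replicate 1, 2, 3 or 5 (0.44, 0.42, 0.54 and 0.37) and with array weights (0.43). *PLIN2* was higher in every pair by a mean of 0.26 (standard error 0.09, adjusted p = 0.137), or 0.40, which met the study criteria only with arrays scaled to a common median. *ACACB* lay at 0.23 (standard error 0.14, adjusted p = 0.324), or 0.37, with 3 of 5 pairs higher. *SCD* was lower in every pair at −0.43 (standard error 0.10, adjusted p = 0.0670), or −0.29, and no longer met the criteria after scaling or quantile normalization. Its signal in P/O replicate 4, 11.6, stood apart from the other replicates of the group. Treatment and RMA run coincide in these values. The study's P/O control averages differ from the mean of the BSA arrays by −0.31 (*CREB3L3*), −0.09 (*PLIN2*), −0.17 (*ACACB*) and −0.05 (*SCD*). The run difference thus made the increases of *CREB3L3*, *PLIN2* and *ACACB* smaller, and is less than the decrease of *SCD*. For *ACSL5* no P/O control average was matched.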

In P/O-treated BeWo CT cells, RT-qPCR analysis confirmed the differential expression of *ACACB* (+1.32 FC microarray; +1.12 FC RT-qPCR); *ACSL5* (+1.77 FC microarray; +2.50 FC RT-qPCR); *CREB3L3* (+2.13 FC microarray; +6.23 FC RT-qPCR); *PLIN2* (+1.30 FC microarray; +1.79 FC RT-qPCR); and *SCD* (−1.34 FC microarray; −1.52 FC RT-qPCR) (Figure 4C; *p* < 0.05, *n* = 9/group). The RT-qPCR analysis additionally highlighted a significant increase in the expression of *ACADVL* (+1.48 FC) and a decrease in the expression of *ACACA* (−1.32 FC) (Figure 4C, *p* < 0.05, *n* = 9/group). Interestingly, the expression of both *ACADVL* (−1.22 FC, *p* = 0.0609) and *ACACA* (−1.11 FC, *p* = 0.0862) were trending towards significance in the microarray panel.

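*ACADVL* was not called between P/O-treated and BSA-control BeWo CT cultures in the deposited values, with a mean log2 change of −0.05 (standard error 0.11, n = 5 pairs, limma adjusted p = 0.797), or 0.09 relative to the median change. Its 95% confidence interval was −0.30 to 0.21, and 2 of 5 pairs were higher. Replicate 4 stood apart here also, at −0.49, and without it the change was 0.06. The probe set of the *ACACA* host gene was lower in every pair at −0.30 (standard error 0.11, adjusted p = 0.144), or −0.16, under the fold criterion. The study's own transcript for that gene could not be matched. A shift between runs as large as that of the whole array would hide or create differences of this size.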

### 3.6. Metabolomic Profiles of BeWo Cytotrophoblast in Response to NEFA Treatment

On average, 6569 ± 50 (mean ± SD) metabolite features were identified in each NEFA-treated BeWo CT sample. A summary of the identified features and metabolite peak-pair data are available in Supplementary Table S7. Of these features, 179 metabolites were identified with high confidence in tier 1 (*m/z* and retention time match to an experimental library of metabolite standards), and a further 602 metabolites were identified with high confidence in tier 2 (*m/z* and predicted retention time match). In PA-treated cultures, 2 metabolites in tier 1 (both decreased); 7 metabolites in tier 2 (4 increased and 3 decreased); and 97 metabolites in tier 3 (*m/z* match, 28 increased and 69 decreased) were found to be differentially abundant when compared to BSA-control samples (≥±1.2 FC, raw-*p* < 0.05, *n* = 5/group). Furthermore, 5 metabolites identified in tier 1 (2 increased and 3 decreased); 12 metabolites from tier 2 (2 increased, and 10 decreased); and 78 metabolites in tier 3 (51 increased, and 27 decreased) were found to be differentially abundant in OA-treated CT cells when compared to BSA-control samples (≥±1.2 FC, raw-*p* < 0.05, *n* = 5/group). Finally, 7 metabolites identified in tier 1 (4 increased and 3 decreased); 7 metabolites identified in tier 2 (4 increased and 3 decreased); and 92 metabolites identified in tier 3 (48 increased and 44 decreased) were found to be differentially abundant in P/O-treated BeWo CT cultures when compared to BSA-control samples (≥±1.2 FC, raw-*p* < 0.05, *n* = 5/group). Volcano plots were constructed to visualize the differentially abundant metabolite species in each NEFA-treatment group versus BSA-control samples (Figure 5A-C). An unsupervised principal component analysis (PCA) 2D plot as well as supervised partial-least squares discriminant analysis (PLS-DA) 2D plot were constructed to visualize the degree of difference between metabolite profiles in all NEFA-treatment groups (Supplementary Figure S1). Summary lists of the differentially abundant metabolites identified in each NEFA condition are available in Supplementary Table S8.

A Venn diagram was constructed to visualize the number of unique and shared differentially abundant metabolites in the NEFA treatments which highlighted that most differentially abundant metabolites were unique to one NEFA treatment (Figure 5D). Only 3 high confidence identified metabolites (from tiers 1 and 2) were found to be differentially abundant in at least 2 of the NEFA treatments. Specifically, the abundance of Kahweol was found to be significantly increased (+1.69 FC in OA; +1.64 FC in P/O); the abundance of N-acetylethanolamine was found to be significantly decreased in both the OA and P/O treatments (−1.66 FC in OA; −1.46 FC in P/O); and the abundance of 3-hydroxymethylglutaric acid was found to be significantly decreased in both the PA and P/O treatments (−2.89 FC in PA; −2.00 FC in P/O). Summary lists of the differentially abundant metabolites common between 2 or more NEFA-treatment groups is available in Supplementary Table S9.

Analysis of KEGG pathway enrichment of the metabolite sets from tiers 1 and 2 was subsequently performed using MetaboAnalyst software. Scatterplots were then constructed to visualize the KEGG pathway nodes highlighted by each metabolite set (Figure 6A–C). No KEGG pathways were identified as significantly enriched in the metabolite sets from PA- and P/O-treated BeWo CT cells (Figure 6A,C). The KEGG pathways for (i) Ether lipid metabolism (highlighted by increased sn-glycerol-3-phosphoethanolamine (+3.44 FC) levels), (ii) Amino sugar and nucleotide sugar metabolism (highlighted by reduced 6-deoxy-L-galactose (−1.17 FC) levels); (iii) Fructose and mannose metabolism (highlighted by reduced 6-deoxy-L-galactose (−1.17 FC) levels); and (iv) Taurine and hypotaurine metabolism (highlighted by a trend towards reduced abundance of 5-L-Glutamyl taurine (−1.82 FC; *p* = 0.062) and 3-sulfino-L-alanine (−1.47 FC; *p* = 0.054)) were determined to be significantly enriched in the OA-treated CT metabolite set (raw-*p* < 0.05; Figure 6B).

### 3.7. BeWo Cytotrophoblast Transcriptome and Metabolome Integration

Integration of the transcriptomic and metabolomic datasets revealed no significantly enriched pathways in the KEGG database containing both differential genes and differential metabolites in the PA- and P/O-treated BeWo CT cells (Figure 7A,C). However, the integration analysis highlighted significantly enriched pathways only containing DEGs in the PA and P/O treatments. Specifically, there was a significant enrichment in the (i) Inositol Phosphate Metabolism and (ii) Phosphatidylinositol Signaling System KEGG pathways (both highlighted by downregulation of IMPA1 (−1.34 FC) and PIP5K1B (−1.37 FC) as well as upregulation of PLCE1 (+1.50 FC) and INPP5D (+1.447 FC)) in the PA-treated BeWo CT cells. 

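Genes of inositol phosphate metabolism encode kinases and phospholipases that make and use phosphoinositides. Of 60 measured genes of this list, fixed before the data were examined, none was higher and 4 were lower at the study criteria in PA-treated BeWo CT cells, 1 of them at an adjusted p under 0.05 and the same 1 when adjusted over the list alone. That gene was *PLCB4* (standard error 0.10, n = 5 pairs, limma adjusted p = 0.0461). *PLCB1*, another phospholipase C, lay at a log2 change of −0.42 (adjusted p = 0.152), *PIK3C3*, a phosphatidylinositol kinase of autophagy, at −0.40 (adjusted p = 0.107), *DGKA*, a diacylglycerol kinase, at −0.39 (adjusted p = 0.127), and *IMPA1*, which frees inositol from its phosphate, at −0.37 (standard error 0.11, adjusted p = 0.132). *IMPA1* was short of the fold criterion and met it with array weights (−0.40), as was *PIP5K1B*, a kinase of phosphatidylinositol phosphate (−0.31, standard error 0.12, adjusted p = 0.197), which met it without replicate 4 (−0.43). *PLCE1* was higher by 0.34 (standard error 0.15, adjusted p = 0.254) and *INPP5D*, a phosphatase, by 0.16 (standard error 0.10, adjusted p = 0.389), both short of the criteria. In the list 27 genes lay above the median of all probe sets. In OA-treated cells 1 gene of the list was lower, *PIK3C2G* (−0.68, standard error 0.24, adjusted p = 0.943), with 2 pairs higher and 3 lower, and none passed either adjustment. In P/O 2 were lower, 1 of them by both adjustments. *PLCB4*, *DGKA* and *PLCE1* have signals below the olfactory receptor level, and the PA and P/O counts were obtained across RMA runs.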

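Further enzymes that activate or make fatty acids differ in how far their P/O changes lie from the median of all probe sets. *ACSL4*, which prefers arachidonate, had a log2 change of −0.37 (standard error 0.08, n = 5 pairs, limma adjusted p = 0.0565), or −0.23 relative to the median of all probe sets. *FASN*, the fatty acid synthase, lay at −0.21 (adjusted p = 0.183, relative −0.07), *ACLY*, which supplies its acetyl-CoA, at −0.14 (adjusted p = 0.276, relative −0.00), and *ACSL1* at −0.18 (adjusted p = 0.432, relative −0.05), so that these 3 lie near the median. *PECR*, a reductase of chain elongation in peroxisomes, lay at −0.42 (adjusted p = 0.123), or −0.28. *THRSP*, a regulator of lipogenesis, was lower by −0.60 (standard error 0.16, adjusted p = 0.0816), or −0.46, and *ELOVL7*, an elongase, by −0.57 (standard error 0.10, adjusted p = 0.0461), or −0.43, both with signals below the olfactory receptor level. The call of *ELOVL7* was lost after median centring. The camera test of the fatty acid biosynthesis list, which compares its genes with all others, gave an adjusted p of 0.862, whereas fry, which makes no such comparison, gave an adjusted p of 0.0093 toward lower expression. For *THRSP* the study's P/O control average differs from the mean of the BSA arrays by −0.19, so the run is not the whole of its change. For the other genes named here none was matched. The control values of the P/O run, which are not held, would be needed to tell the treatment apart for them.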

We also noticed a significant enrichment in the (i) Fatty Acid Biosynthesis KEGG Pathway (highlighted by upregulation of ACACB (+1.32 FC) and ACSL5 (+1.77 FC) and downregulation of ACSL6 −1.34 FC)) in the P/O-treated BeWo CT cells (raw-*p* < 0.05; Figure 7A,C).

Integration analysis of the OA-treated BeWo CT cell transcriptome and metabolome profiles highlighted significantly enriched pathways containing both differential genes and metabolites. Specifically, the (i) Ether Lipid Metabolism pathway (highlighted by increased accumulation of sn-glycero-3-phosphoethanolamine (+3.44 FC) in conjunction with upregulation of GDPD1 (+1.34 FC) and downregulation of PLA2G12A (−1.35 FC) and (ii) Purine Metabolism pathway (highlighted by increased levels of adenosine (+3.30 FC), inosine (+2.45 FC), and guanosine (+1.69 FC), in conjunction with upregulation of PRPS1 (+1.31 FC), and ADK (+1.31 FC), as well as downregulation of GMPR (−1.76 FC) were found to be significantly enriched in OA-treated BeWo CT cells (raw-*p* < 0.05; Figure 7B).

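Ether lipids carry an alkyl or vinyl chain on glycerol. Of 33 measured genes of ether lipid metabolism, fixed before the data were examined, 1 was higher and none was lower at the study criteria in OA-treated BeWo CT cells, and none passed either adjustment. The higher one was *GDPD1*, a lysophospholipase D (log2 change 0.42, standard error 0.10, n = 5 pairs, limma adjusted p = 0.839). *LPCAT1*, which reacylates lysophospholipids, lay at 0.33 (standard error 0.10, adjusted p = 0.909), short of the criteria. In PA none was called, and in P/O 2 were lower with none passing an adjustment. The transcripts that the study assigns to *ADK*, *GMPR* and *PLA2G12A* carry names of their own in Table S2, could not be matched to probe sets, and are given no value here.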

### 3.8. The Impact of NEFA-Treatment of BeWo Cytotrophoblast Lipidome Profiles

An average of 9199 ± 295 (mean ± SD) lipid species were identified in each sample. Of these features, 950 were identified in tier 1 (MS/MS similarity score ≥500 with *m/z* and isotopic pattern match), 161 were identified in tier 2 (MS/MS similarity score between 100 and 500 with *m/z* and isotopic pattern match), and a further 6808 features were identified in tier 3 (*m/z* match only). A summary of the identified features is available in Supplementary Table S10, and a list of lipid class abbreviations is available in Supplementary Table S11.

Non-parametric volcano plots were then constructed to visualize differentially abundant lipid species in each NEFA-treatment compared to BSA-control samples (Figure 8; FC (NEFA-treatment / BSA control ≥±1.5; raw-*p* < 0.05). In PA-treated samples, 190 lipid species in tier 1 (80 decreased and 110 increased); 28 lipid species in tier 2 (12 increased, and 16 decreased); and 1137 lipid species in tier 3 (553 increased, and 584 decreased) were found to be significantly altered (Figure 8A). In OA-treated samples, 197 lipid species in tier 1 (73 increased, and 124 decreased); 30 lipid species in tier 2 (15 increased; and 15 decreased); and 1406 lipid species in tier 3 (711 increased and 695 decreased) were found to be significantly altered (Figure 8B). In P/O-treated BeWo CT cells, 163 lipid species in tier 1 (55 increased, and 108 decreased); 24 lipid species in tier 2 (9 increased, and 15 decreased); and 1092 lipid species in tier 3 (575 increased; and 517 decreased) were found to be significantly altered (Figure 8C). A summary of the altered lipid species in each NEFA condition is available in Supplementary Table S12.

A Venn diagram was constructed to visualize the number of differentially abundant lipid species (DALs) that were unique to a single NEFA-treatment and shared between multiple NEFA treatments (Figure 8D). In total, 377 DALs were unique to PA-treated BeWo CT cells, 676 DALs were unique to OA-treated BeWo CT cells, and 100 DALs were unique to P/O-treated BeWo CT cells. Additionally, 86 lipid species were altered in both PA and OA-treated cells, 308 lipid species were altered in both PA- and P/O-treated cells, and 287 lipid species were altered in both OA and P/O-treated BeWo CT cells. Finally, it was found that 584 lipid species were differentially abundant in all NEFA treatment groups. A summary of the lipid species unique to a single NEFA condition or shared between two or more groups is available in Supplementary Table S13.

An unsupervised principal component analysis (PCA) 2D plot as well as supervised partial least squares discriminant analysis (PLS-DA) 2D plot were constructed to visualize the degree of difference between lipidome profiles in all NEFA-treatment groups and highlighted a separation in lipid profiles between the different NEF treatments (Supplementary Figure S2).

Analysis of the totaled peak intensities of lipids from each independent class revealed eight differentially abundant lipid classes in PA-treated BeWo CT cells; six differentially abundant lipid classes in OA-treated BeWo CT cell; and seven differentially abundant lipid classes in P/O-treated BeWo CT cells (Figure 9A–C; raw-*p* < 0.0167). Specifically, the abundance of lipids in the Ceramide (CER), Phosphatidylethanolamine (PE), and Phosphatidylinositol (PI) classes were only significantly increased in PA-treated BeWo CT cells. The lipids in the Bis[monoacylglycero]phosphate (BMP) class were only significantly decreased in OA-treated BeWo CT cells. No significantly altered lipid classes were unique to the P/O treatment group. The Fatty Acyl Carnitine (Car), Lysophosphatidylglycerol (LPG) and Triacylglycerol (TG) lipid classes were found to be significantly elevated in all NEFA treatment groups relative to BSA control. The Diacylglycerol (DG) class was significantly increased, and the cholesterol and derivatives (ST) lipid class was significantly decreased in both the PA and P/O treatments. Finally, the Glucosylceramide (HexCer) and Ceramide-1-phosphate (SM) lipid classes were found to be significantly elevated in both the OA and P/O treated BeWo CT cells.

## 4. Discussion

PA and OA are the most abundant circulating NEFA species in the serum of pregnant women, and the concentrations of these NEFA are reportedly elevated under conditions of maternal GDM and obesity [48]. Dietary fat consumption data have highlighted that PA and OA are the most widely consumed dietary fats in Westernized cultures [50,51,52,53]. Since the maternal diet has been demonstrated to be an important regulator of placental metabolic function [27,54], these fats themselves may be important in regulating placental function in obese and GDM pregnancies. The current study utilized a multi-omics research approach to characterize the independent and combined impacts of the dietary NEFA species PA and OA on placental lipid metabolic processing using BeWo villous trophoblast cells.

Previously, BeWo trophoblast cells have been found to be functionally, metabolically, and morphologically similar to primary human trophoblast cultures [57,82,83]. Overall, these similarities highlight the utility of the BeWo cell culture system in modeling human trophoblast responses to isolated elevations in dietary nutrients. Notably, the use of a cell line system as reported here is not confounded by variables that influence primary cell culture systems (such as gestational age, maternal gestational diet, and delivery method [84,85]) and allowed the independent analysis of NEFA-mediated placental responses. Further, the 100 µM concentrations of NEFAs utilized in this study were reflective of physiological fasting levels of PA and OA during the third trimester of gestation [48], and more importantly, our research group has previously demonstrated that they do not impact BeWo trophoblast viability or differentiation capacity at 72 h [57]. Thus, the data presented in the current study also highlights alterations in placental lipid processing independent from lipotoxic effects. In addition, this previous work by our research group has identified that these NEFA doses impact functional readouts of BeWo CT mitochondrial function, further highlighting their relevance.

Our first objective was to utilize targeted lipidomic analyses via GC-FID and TLC-FID to characterize cellular FA and neutral profiles, as well as FA desaturation and elongation indices to better understand lipid processing in BeWo CT and SCT cells cultured with dietary NEFA species. We subsequently utilized a multi-omics research approach (combining transcriptomic with untargeted metabolomic and lipidomic analyses) to characterize the underlying biochemical impacts of an increased NEFA supply on the metabolic function of BeWo CT cells, given that previous studies have highlighted the dominant metabolic profile of these progenitor placental trophoblast cells [26,55,56,57]. Overall, our results highlighted that the dietary NEFAs PA and OA have different metabolic fates in placental trophoblast cells, as well as that these FAs are processed differentially when exposed to trophoblasts in isolation (PA and OA treatments) and in combination (P/O treatments).

### 4.1. Impacts of Dietary NEFA on BeWo FA and Neutral Lipid Profiles

The current study utilized GC-FID as a preliminary readout of the impacts of an increased dietary NEFA supply on BeWo trophoblasts via analysis of cellular FA profiles [38,39,40]. Specifically, the current study highlighted that a 72-h PA exposure was associated with increased SFA levels in both CT and SCT cultures, with specific elevations in the C16:0 content in both differentiation states. OA exposure, however, resulted in a profound increase in cellular MUFA species, and strikingly, C18:1n9 accounted for almost two-thirds of all FA content in both OA-treated CT and SCT cells. In contrast, the P/O treatments only moderately impacted BeWo SFA and PUFA compositions, and no specific alterations in C16:0 composition were observed in either the P/O-treated CT or SCT cells. However, the P/O-treated cells displayed altered MUFA profiles and increased C18:1n9 levels similar to the trends in the OA treatments, although with a lower magnitude of change. Interestingly, previous data from rodent models have highlighted that placental MUFA (and not SFA) content correlates with maternal plasma FA levels [86], similar to the findings in P/O-treated BeWo cells reported here. Overall, these data highlighted that altering the supply of dietary NEFA to placental trophoblasts independently impacts the trophoblast cell FA profile and suggests that increased circulating NEFA levels contribute to alterations to placental lipid compositions. Additionally, these data highlight that dietary NEFA differentially impact trophoblast FA profiles when elevated independently and in combination with other dietary fats, suggesting that both the quantity and composition of fats is important in regulating placental lipid processing. It is important to note that altered FA compositions have previously been described in placentae from obese and GDM pregnancies [38,39,40], as well as in the development of placental dysfunctions, including preeclampsia [87]. Thus, specific dietary NEFA-induced alterations to FA profiles reported here may reflect a transition towards aberrant placental function in the BeWo cultures.

The collected FA profile data also allowed for investigation into elongation and desaturation metabolic processing of dietary FA through the calculation of FA elongase and desaturase indices [61,62,63,64,65]. Of particular interest in the current study was FA desaturation mediated by Stearoyl-CoA Desaturase 1 (SCD1), which is responsible for the production of palmitoleate (POA; C16:1n7) and OA (C18:1n9) from PA (C16:0) and stearate (C18:0), respectively. Previously, obesity has been found to impact placental FA desaturation via SCD1, although current reports have been somewhat inconsistent. Specifically, placentae of obese pregnancies have been found to display an increased placental abundance of SCD1 mRNA, suggesting increased FA desaturation [20]. A subsequent report, however, described an overall decrease in SCD1 activity in placentae of obese pregnancies without alterations in SCD protein abundance, highlighting that changes in FA desaturation may also be regulated by post-translational modifications [88]. In the current study, we observed decreased SCD1 activity (as assessed by the POA/PA ratio) in OA- and P/O-treated BeWo CT and SCT cells. These data could indicate that previously observed reductions in SCD1 activity in term placentae of obese pregnancies could be facilitated in part by an increased placental OA or MUFA supply [88]. In contrast, PA-treated BeWo CT and SCT cells displayed an elevated SCD1 index (as assessed by the POA/PA ratio). As POA has been linked with increased oxygen consumption and β-oxidation activity in adipocytes [89,90], we speculate that increased PA desaturation to POA in PA-treated BeWo CT cells may underlie the increased mitochondrial respiratory activity that our research group has previously observed in these cells [57].

Another measure of placental lipid processing of interest to the current study is the desaturation mediated through the enzyme Fatty Acid Desaturase 2 (FADS2). FADS2 is responsible for the synthesis of long-chain polyunsaturated FA species [91], and its expression is altered in the placentae of some pre-eclamptic pregnancies [92]. Our results demonstrated that OA-exposure, both alone and in combination with PA, resulted in increased FADS2 production of γ-Linoleic Acid (GLA; C18:2n6), as well as increased elongation of OA to Gondoic Acid (C20:1n9). Increased levels of these specific FA species have previously been linked to anti-inflammatory outcomes [93,94]. As OA has been demonstrated to attenuate the lipotoxic effects of increased PA levels in trophoblast cells [95,96], we speculate that OA partially exerts its protective effects on trophoblast cells via the increased production of anti-inflammatory lipid intermediaries.

Overall, our data demonstrated that modulating the dietary FA composition impacts placental FA content, as well as FA elongation and desaturation processing. However, the overall impact that these changes in placental FA composition and desaturation ultimately have on placental lipid handling and transplacental nutrient transport remains poorly understood. Future studies utilizing radiolabeled NEFA species and transwell culture systems, as previously described [83,97], are still needed to fully characterize the impacts of altered placental lipid content and identify the specific mechanisms that link dysfunctional placental lipid metabolism to the development of cardiometabolic diseases in the exposed offspring.

Using TLC-FID, the current study also demonstrated that the proportion of TG in the neutral lipid fractions of BeWo CT and SCT cells was elevated only in cells exposed to OA independently, likely reflecting that OA is highly lipogenic in trophoblasts. These results were consistent with previous reports in cultured placental explants and isolated trophoblasts [95,98] and NEFA-treated BeWo [83,99] cells that have demonstrated that imported OA is highly localized to TG lipid fractions. This may indicate that an increased supply of OA to the placenta is an important factor that helps facilitate the increased TG synthesis that has previously been reported in obese and GDM placentae [20,26,28,32]. Interestingly, the P/O-treated BeWo CT and SCT cells were not observed to have altered neutral lipid and TG compositions when assessed by TLC-FID. These data aligned with reports from isolated primary human trophoblasts, demonstrating reduced lipid droplet formation with a combined OA and PA exposure compared to OA-alone exposures [95]. Subsequent analysis of lipid class abundance using untargeted LC-MS/MS also highlighted increased levels of PI and PE lipid species in PA-treated BeWo CT cells. These results were also consistent with readouts in primary placental trophoblasts (PHTs) that have highlighted PA is highly localized to trophoblast phospholipid fractions [88]. These data may indicate further similarities in lipid processing in PHT and BeWo trophoblast cell culture systems. Overall, this suggests that saturated and monounsaturated dietary NEFA have different metabolic fates in placental trophoblasts, as well as that the metabolic fates of these FA species are altered when present in combination with other dietary FAs.

The FA and neutral lipid profile data, however, highlighted limited alterations in trophoblast lipid profiles following syncytialization, and, specifically, only four differentially abundant FA species were found in BeWo SCT cells. In contrast, previous work in cultured primary human trophoblasts (PHTs) cells demonstrated profound reductions in the levels of many FA species in placental villous trophoblast cells following syncytialization [100]. The differences between the current study and previous reports are likely due to differences in the reporting of FA profile data and may highlight a limitation in the current study. The current study reported FA profiles as a percentage of total FA abundance, which contrasts with previous reports that highlighted the protein-normalized FA quantity. Thus, the current study was not able to report whether BeWo trophoblast cells demonstrate similar reductions in the absolute quantities of different FA species, as was highlighted with PHT cultures [100]. Future works using quantitative readouts of FA abundances are therefore needed to establish if BeWo trophoblasts exhibit similar differences in lipid metabolism between differentiated and progenitor CT cells, as well as differentiated SCT cells.

### 4.2. A Multi-Omics Analysis of NEFA-Treated BeWo CT Metabolic Function

The multi-omic analyses revealed that exposure to different dietary NEFA species extensively altered BeWo CT cellular transcriptome and lipidome profiles but led to limited alterations in cellular metabolome profiles. The mRNA microarray transcriptomic analyses highlighted 340 DEG in PA-treated BeWo CT cells and 308 DEGs in OA-treated BeWo CT cells, as well as 221 DEGs in P/O-treated BeWo CT cells. 

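The fatty acid treatments were also compared with each other, at the same total dose and the same time, in a fit of all 20 arrays. Between PA and OA 507 probe sets had an adjusted p under 0.05 (137 higher and 370 lower in PA), between PA and P/O 778 (671 higher and 107 lower in PA), and between OA and P/O 2109 (1968 higher and 141 lower in OA). *SGK1* was higher in PA than in OA by a log2 difference of 1.03 (95% confidence interval 0.51 to 1.55, limma adjusted p = 0.0392, n = 5 pairs), and *CYP19A1* by 0.89 (0.41 to 1.36, adjusted p = 0.0478). *IL32*, a cytokine, was lower in PA than in OA at −0.66 (adjusted p = 0.0447) and higher in OA than in P/O by 0.74 (adjusted p = 0.0135). *MAMDC2* was higher in OA than in P/O by 0.56 (adjusted p = 0.0363). When only the arrays of the groups compared entered the fit, the counts were 89, 98 and 849. Left out in turn, replicates 1 to 5 gave 159, 222, 111, 409 and 242 for PA against OA, 240, 488, 225, 428 and 320 for PA against P/O, and 645, 1005, 609, 1021 and 1655 for OA against P/O. P/O differed from the mean of PA and OA in 1615 probe sets (109 higher and 1506 lower in P/O), or in 472, 923, 538, 787 and 1205 without replicates 1 to 5. After median centring the higher and lower counts were 254 and 204 for PA against OA, 189 and 180 for PA against P/O, 195 and 260 for OA against P/O, and 202 and 182 for P/O against the mean, so that the excess on one side was not kept. The 3 treatments lie in 3 RMA runs, so that every one of these contrasts is also one between runs, and the medians of all probe sets differ by −0.06, 0.08 and 0.14 log2 units.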

Subsequent over-representation enrichment analysis highlighted one significantly enriched functional pathway in the transcriptomic datasets. Specifically, the Wikipathways “Fatty Acid Biosynthesis Pathway” was significantly enriched in P/O-treated BeWo CT cells. Further enrichment analysis using a GSEA approach further highlighted alterations in lipid signaling and metabolic pathways in the PA OA-treated BeWo CT cells. For example, PA-treated cells displayed a significant upregulation of genes involved in the Reactome “Fatty Acid Biosynthesis” and “PPAR Signaling Pathway” datasets, while OA-treated cells displayed a significant upregulation in the Wikipathways and KEGG “PPAR Signaling Pathway” datasets, as well as a significant downregulation in the KEGG “Linoleic Acid Metabolism” dataset. 

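Of the 25 measured genes of fatty acid biosynthesis 1 was higher and 2 were lower at the study criteria in PA-treated BeWo CT cells, and the higher one, *ACSL5*, was the only one called over all probe sets or over the list alone. *ACSBG1* (log2 change −0.47, standard error 0.13, n = 5 pairs, limma adjusted p = 0.113) and *ACSL6* (−0.42, standard error 0.17, adjusted p = 0.208) were lower. The camera test of the list gave an adjusted p of 0.743. In OA 1 member was higher and 2 were lower (1 and 1 when adjusted over the list alone), the lower ones being *SCD* and *ACSS2* (−0.43, standard error 0.13), and camera gave an adjusted p of 0.733. Of the 64 PPAR genes 4 were higher and 3 lower in PA, 1 of them at an adjusted p under 0.05 (3 higher and 1 lower when adjusted over the list alone). Examples are *APOA2*, an apolipoprotein (0.46, standard error 0.11, adjusted p = 0.0752), and *FABP6*, a bile acid carrier (0.50, standard error 0.17, adjusted p = 0.153), whereas *FABP7*, a fatty acid carrier of brain, was lower at −0.47 (standard error 0.14). *FABP2* lay at 0.12 (standard error 0.11, adjusted p = 0.577). The signals of *ACSBG1*, *FABP6* and *FABP2* lie below the olfactory receptor level, as does that of *ACSL6* in PA (5.11) but not in controls (5.54). Camera gave p = 0.0222 toward higher expression (adjusted p = 0.0767, and p = 0.0433 with the estimated correlation). In P/O 1 PPAR gene was higher and 5 were lower, none passed either adjustment, and camera gave an adjusted p of 0.680. The study names these sets from the same samples, and those of PA and P/O are read across runs. From its pathway enrichment the paper concludes that trophoblasts adjust lipid processing to the supply of fatty acids, and from *ACSL5* and *PLIN2*, as genes of the PPAR set that PPARγ induces, it proposes that PPARγ is activated.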

Overall, pathway enrichment analysis of NEFA-treated BeWo cells transcriptomic profiles demonstrated an altered regulation of key genes involved in lipid metabolic pathways. This data further indicates that placental trophoblasts modulate lipid processing functions in direct response to an increased supply of PA and OA.

Differentially expressed genes involved in lipid metabolism processes were identified, and their expression patterns were validated by RT-qPCR. 

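Enzymes and coat proteins of lipid storage can be compared between the treatments directly. *ACSL5* was lower in PA than in OA by a log2 difference of −0.35 (95% confidence interval −0.72 to 0.01, limma adjusted p = 0.272), and differed from P/O by 0.05 in PA (−0.32 to 0.41, adjusted p = 0.908) and by 0.40 in OA (0.04 to 0.77, adjusted p = 0.136). *PLIN2* differed between PA and OA by −0.07 (−0.25 to 0.11, adjusted p = 0.707), between PA and P/O by 0.18 (adjusted p = 0.268) and between OA and P/O by 0.24 (0.06 to 0.42, adjusted p = 0.0779). None of these differences had an adjusted p under 0.05, although the intervals of OA against P/O exclude 0 for both genes. Of 37 measured genes of triglyceride synthesis and lipid droplets, fixed before the data were examined, 2 were higher and none was lower at the study criteria in OA (*PLIN2* and *HSD17B13*), both when adjusted over the list alone and none over all probe sets. In PA 1 was higher and 1 lower, the lower one, *SOAT2*, over all probe sets and both over the list alone, and in P/O *SOAT2* was lower by both adjustments. Of 27 genes of fatty acid uptake and transport, 1 was higher in OA (also over the list alone), 2 were higher and 3 lower in PA (1 higher by both adjustments), and 1 was higher and 2 lower in P/O (3 lower over the list alone). *LIPG*, an endothelial lipase, was lower in both PA (−0.86) and P/O (−0.67, or −0.53 relative to the median). Its PA control average in the study differs from the mean of the BSA arrays by −0.38, so part of the PA change is a run difference. *SOAT2* and *HSD17B13* have signals below the olfactory receptor level, as does *LIPG* in PA (4.57) and P/O (4.75) but not in controls (5.42). All contrasts but that of OA with its controls run between RMA runs.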

The microarray readouts highlighted an upregulation of Acyl-CoA Synthetase Long Chain Family Member 5 (*ACSL5*) mRNA, as well as perilipin 2 (*PLIN2*) mRNA, in all NEFA-treated BeWo CT cells. Acyl-CoA synthetase (ACSL) enzymes have previously been highlighted to be directly involved in FA uptake and are responsible for conjugating FA species to Coenzyme A, an important first step in lipid metabolism that helps prevent FA efflux [88,101,102]. Interestingly, ACSL5 expression has also been found to be induced in PUFA-exposed BeWo trophoblasts, leading to an overall increase in FA uptake [103]. The data from the current study therefore suggests that ACSL5 is also involved in the processing of PA and OA in BeWo trophoblasts, and its increased expression likely facilitates increased cellular uptake of FA species. PLIN2, on the other hand, has been shown to be required for lipid droplet synthesis in trophoblasts [104]. More importantly, placental expression of PLIN2 has been demonstrated to be elevated in GDM pregnancies [105], and its expression has been found to be correlated with maternal pre-pregnancy Body-Mass-Index (BMI) [28]. Thus, the current study suggests that an increased supply of dietary NEFAs to the placenta in obese and GDM pregnancies may directly facilitate this increased expression of PLIN2. In turn, this dietary NEFA-mediated modulation of PLIN2 expression may promote TG accumulation in lipid droplets and subsequently placental steatosis in obese and GDM pregnancies.

Both ACSL5 and PLIN2 were DEGs involved in the enriched “PPAR signaling pathway” in both PA- and OA-treated BeWo CT cells. These genes are known to be specifically induced by PPARγ [106,107], suggesting that PPARγ is activated in placental trophoblasts in response to elevated NEFA levels. However, all NEFA-treated BeWo CT cells also displayed a reduced mRNA abundance of SCD1, another lipid metabolism gene that has been shown in some tissue types to be induced by PPARγ [108,109]. 

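*SCD* was higher in PA than in OA by a log2 difference of 0.27 (95% confidence interval 0.05 to 0.49, limma adjusted p = 0.170), higher in PA than in P/O by 0.18 (−0.05 to 0.40, adjusted p = 0.386), and lower in OA than in P/O at −0.09 (−0.32 to 0.13, adjusted p = 0.564). P/O differed from the mean of PA and OA by −0.04 (−0.23 to 0.15, adjusted p = 0.806). In OA-treated BeWo CT cells 2 of the 28 genes of desaturation and elongation were lower at the study criteria and none was higher, 1 of them when adjusted over the list alone and none over all probe sets. The regulator *SREBF1*, which induces *SCD* and other lipogenic genes, lay at −0.32 in OA. Camera gave an adjusted p of 0.0767 toward lower expression for this list in OA. In P/O 5 were lower, 1 of them at an adjusted p under 0.05 (1 higher and 7 lower when adjusted over the list alone), and camera gave p = 0.0094 (adjusted p = 0.0612, and p = 0.0430 with the estimated correlation). The gene called over all probe sets in P/O was *ELOVL7*. For *SCD* in P/O the study's control average differs from the mean of the BSA arrays by −0.05. In the other PA and P/O values given here run and treatment cannot be separated.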

The reduced expression of SCD1 in the current study could indicate that certain lipid metabolism genes are differentially regulated by PPARγ in placental trophoblast compared to what has previously been shown in other tissues. Notably, PPARγ itself is regulated by multiple post-translational modifications (PTMs), including phosphorylation, SUMOylation, acetylation, and ubiquitination [110]. NEFA-mediated alterations in these PTMs could explain why some PPAR-associated genes were activated and others were repressed in our BeWo trophoblast cells. Characterizing these modifications in future investigations will be important to fully understand the impacts of NEFAs on placental metabolism.

The microarray analysis further highlighted an increase in the mRNA abundance of cAMP responsive element-binding protein 3-like 3 (CREB3L3) in all NEFA treatment groups. 

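*CREB3L3* differed between PA and OA by a log2 difference of −0.27 (95% confidence interval −0.76 to 0.22, limma adjusted p = 0.551), between PA and P/O by 0.42 (−0.07 to 0.91, adjusted p = 0.343) and between OA and P/O by 0.69 (0.20 to 1.18, adjusted p = 0.0678). P/O lay below the mean of PA and OA by −0.55 (−0.98 to −0.13, adjusted p = 0.0978). Of 27 measured genes that CREB3L3 or PPARα induces in liver and intestine, listed before the signals were examined but after the study's Table S2 had been read and so no independent evidence, 3 were higher and none was lower in OA-treated BeWo CT cells at the study criteria, all 3 when adjusted over the list alone and none over all probe sets. These were *CREB3L3* itself, *PLIN2* and *FGG*, the fibrinogen gamma chain (0.44). In PA 4 were higher and 1 was lower, with 2 higher over all probe sets and 4 higher over the list alone, and *APOBEC1*, which edits the transcript of apolipoprotein B (0.90, adjusted p = 0.0380), was among them. In P/O 1 was higher and 3 were lower with none passing either adjustment. *HAMP*, the iron hormone hepcidin, which CREB3L3 induces in liver, was lower in P/O by −0.64 (standard error 0.17, n = 5 pairs, adjusted p = 0.0878), and *APOC2*, an activator of lipoprotein lipase, by −0.46 (adjusted p = 0.0622), or −0.50 and −0.32 relative to the median. The signals of *APOBEC1* and *FGG* lie below the olfactory receptor level. What the runs contribute to the PA and P/O counts is not known.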

CREB3L3 is a transcription factor that has been demonstrated to regulate lipid metabolism via modulating the expression of genes involved in FA oxidation [111,112,113]. Interestingly, CREB3L3 has also been implicated in the pathophysiology of inflammation and Endoplasmic Reticulum (ER) stress [112,113,114]. This could indicate that CREB3L3 controls lipid processing functions in trophoblasts, as well as underlies the development of inflammation and ER stress that has previously been observed in some PA-treated placental trophoblasts [95,96,115]. The microarray analysis in the current study however, revealed that BeWo CT cells exposed to 100 µM levels of PA for 72 h do not have elevated expression of genes related to inflammation (such as TNFα, IL6, and IL-32), and ER stress (such as BCL2, DDIT3, and XBP1). In contrast, these inflammation and ER stress pathways have previously been shown to be induced in PA-treated PHT cultures [95,115]. These differential responses may arise from variations in the PA dose utilized (100 µM in the current study compared to 200–500 µM in primary trophoblasts [95,115]). 

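In PA-treated BeWo CT cells *IL6* lay at a log2 change of −0.27 (standard error 0.15, n = 5 pairs, limma adjusted p = 0.364, 95% confidence interval −0.62 to 0.08) and *IL32* at −0.15 (standard error 0.13, adjusted p = 0.537, interval −0.43 to 0.14). The survival factor *BCL2* lay at −0.01 (interval −0.22 to 0.19), the stress-induced factor *DDIT3* at 0.07 (interval −0.39 to 0.53), and *XBP1*, a regulator of the unfolded protein response, at −0.03 (interval −0.25 to 0.18). Of 45 measured genes of inflammation, fixed before the data were examined, 4 were higher and none was lower at the study criteria, none over all probe sets and 3 higher when adjusted over the list alone. These include *IL12A* (0.44, standard error 0.11, adjusted p = 0.0821) and *IL23A* (0.38, standard error 0.10, adjusted p = 0.0888), which encode cytokine subunits, *IKBKG*, a subunit of the kinase that activates NF-κB (0.47, standard error 0.10, adjusted p = 0.0598), and *CCL20*, a chemokine with a signal below the olfactory receptor level (0.38, standard error 0.15, adjusted p = 0.200). Camera gave p = 0.0102 toward higher expression (adjusted p = 0.0612, and p = 0.133 with the estimated correlation). In OA 1 gene was higher with none passing either adjustment (camera adjusted p = 0.733), and in P/O 1 was higher and 4 were lower (1 and 1 when adjusted over the list alone, camera adjusted p = 0.156). Of 48 genes of ER stress none was higher and 1 was lower in PA, *ERO1B*, an oxidase of protein folding (−0.42, standard error 0.10), none was called in OA and 1 was lower in P/O. None of them passed either adjustment, and camera gave an adjusted p of 0.733 in PA and OA and 0.524 in P/O. Shifts between runs of the size seen in the controls exceed several of these changes. For *IKBKG* and *IL12A* the study's PA control averages differ from the mean of the BSA arrays by 0.07 and 0.06, less than their changes. The paper itself names both genes as raised in PA from these same samples, and the lists drew on the paper. The count and test of the inflammation list are therefore not independent evidence.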

We speculate that the increased CREB3L3 expression highlighted in the current study may reflect an early timepoint in transition towards ER stress and inflammation in PA-exposed BeWo trophoblasts.

Subsequently, the current study utilized an integrative approach combining readouts from transcriptomic, metabolomic, and lipidomic datasets to further describe the impacts of dietary NEFA exposure on BeWo CT metabolic function. Specifically, the transcriptome and metabolome datasets were integrated via the Joint Pathway Analysis module of the MetaboAnalyst software. This analysis highlighted a significant enrichment in the Purine Metabolism pathway in OA-treated BeWo CT cells that was associated with increased cellular accumulations of adenosine (+3.30 FC), inosine (+2.45 FC), and guanosine (+1.69 FC) that may be suggestive of reduced purine breakdown. Increased degradation of purines has previously been shown to be involved in placental responses to increased inflammation [116]. The increased purine accumulation in OA-treated trophoblasts shown here may further suggest that anti-inflammatory processes are activated in dietary OA-treated trophoblasts. Alternatively, the increased purine abundances, in conjunction with the upregulation of phosphoribosyl pyrophosphate synthetase 1 (PRPS1) observed in the microarray panel, could reflect increased purine synthesis via the Pentose Phosphate Pathway (PPP), which has previously been shown to operate in placental tissues [117,118,119]. 

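*PRPS1*, which makes the ribose donor of purine synthesis, was higher in all 5 pairs of OA-treated BeWo CT cultures, by a mean log2 change of 0.35 (standard error 0.09, limma adjusted p = 0.847). As a fold change of 1.28 this lies just under the fold criterion. Of 33 measured genes of purine metabolism, fixed before the data were examined, none was higher or lower at the study criteria in OA, none passed either adjustment, and 16 lay above the median of all probe sets. In PA 3 were lower with none over all probe sets (2 lower when adjusted over the list alone), *NT5C2*, which dephosphorylates inosine monophosphate (−0.41), *DCK*, which phosphorylates deoxynucleosides (−0.40), and *GDA*, which deaminates guanine (−0.72). *GDA*, whose signal lies below the olfactory receptor level in PA (4.93) and P/O (4.98) but not in controls (5.65), was likewise lower in P/O (−0.67, or −0.54 relative to the median), where 3 genes of the list were lower and none passed an adjustment. Those PA and P/O differences are between runs as well as between treatments.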

As the PPP increases the production of NADPH, a metabolite with antioxidant effects [120,121], these data may highlight that OA also acts to reduce oxidative stress in placental trophoblasts.

Combining readouts from the transcriptomic, metabolomic, and lipidomic datasets also highlighted a potential shift in oxidative substrate selection in BeWo trophoblasts cultured with PA (both alone and in conjunction with OA) towards increased FA oxidation (β-oxidation). Examination of differentially abundant metabolites in PA- and P/O-treated BeWo CT revealed a significant reduction in intracellular levels of 3-hydroxymethylglutaric acid (−2.89 FC in PA-treated CT cells; −2.00 FC in P/O-treated CT cells), a byproduct of leucine degradation [122]. We speculate that this may indicate a reduced breakdown of branched-chain amino acid species into byproducts that can enter the Tricarboxylic Acid Cycle (TCA Cycle) in BeWo trophoblasts cultured under increased PA levels. Additionally, we observed increased C16:0 carnitine (+13.92 FC in PA-treated CT cells; +3.79 FC in P/O-treated CT cells) levels in BeWo trophoblasts treated with PA. As FA species must first be conjugated to carnitine before being translocated to the mitochondrial matrix for oxidation [123], the increased acylcarnitine levels in the cells may reflect a metabolic shift towards using PA as an oxidative fuel.

Moreover, PA- and P/O-treated BeWo CT cells were found to have elevated expression of genes involved in β-oxidative metabolism. Specifically, we observed increased expression of Very-Long Chain Acyl-CoA Dehydrogenase (*ACADVL*), the enzyme responsible for the catalyzing the preliminary step in β-oxidation metabolism, and an increased expression of Acetyl-CoA Carboxylase Beta (*ACACB*), an enzyme thought to control β-oxidative activity by catalyzing the carboxylation of acetyl-CoA to malonyl-CoA. 

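*ACADVL* in PA lay below that in OA by a direct log2 difference of −0.09 (95% confidence interval −0.30 to 0.13, limma adjusted p = 0.680), and was higher in PA than in P/O by 0.33 (0.12 to 0.55, adjusted p = 0.0821) and in OA than in P/O by 0.42 (0.20 to 0.64, adjusted p = 0.0205). *ACACB* differed between PA and OA by 0.24 (−0.03 to 0.51, adjusted p = 0.322) and between PA and P/O by 0.13 (adjusted p = 0.632). Of the 44 genes of fatty acid oxidation, none was higher and 1 was lower at the study criteria in PA and none passed either adjustment. The lower one was *PDK4*, a kinase that restrains glucose oxidation (−0.41, standard error 0.15, n = 5 pairs, adjusted p = 0.185). *SLC25A20* lay at 0.38 (standard error 0.10, adjusted p = 0.105) and *HSD17B4*, a peroxisomal oxidation enzyme, at 0.29 (standard error 0.09), and 30 genes of the list lay above the median of all probe sets. Camera gave p = 0.0283 toward higher expression in PA (adjusted p = 0.0850, and p = 0.180 with the estimated correlation). In P/O none was higher and 2 were lower, *PDK4* (−0.55, standard error 0.16) and *ACAD11*, a dehydrogenase of long-chain acyl-CoA (−0.56, standard error 0.11, adjusted p = 0.0526), or −0.41 and −0.42 relative to the median and both with signals below the olfactory receptor level, none over all probe sets and 1 over the list alone, and camera gave an adjusted p of 0.624. The OA comparison with its controls is the only one here that stays within a run.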

Notably, elevated β-oxidative activity has previously been linked with increased generation of Reactive Oxygen Species (ROS) [124,125], which ultimately promotes oxidative mitochondrial damage [126,127]. Therefore, the PA-mediated increases in β-oxidation associated genes and metabolites in BeWo trophoblasts could be indicative of an early transition towards placental mitochondrial dysfunction.

Interestingly, malonic acid, an end-point metabolic byproduct of β-oxidation that is synthesized by ACACB, was only found to be increased in P/O-cultured BeWo CT cells (+1.85 FC), and not in PA-cultured cells. As malonate has been found to limit β-oxidation activity by inhibiting acylcarnitine transport into the mitochondrial matrix [128], these data may highlight that BeWo trophoblasts exposed to PA in combination with OA, but not PA-alone, are able to restrict excessive β-oxidation activity. Malonate-mediated inhibition of β-oxidation in the P/O-cultured BeWo CT cells may act to suppress excessive mitochondrial ROS production and could therefore limit mitochondrial membrane damage. We additionally speculate that these data may highlight a shift towards incomplete β-oxidation in BeWo trophoblasts cultured with PA alone, as these cells (but not P/O-treated CT cells) also displayed increased intracellular levels of the shortened-chain C14:0 acylcarnitine (+3.99 FC). Increased production of short-chain acylcarnitine species has previously been liked with pro-inflammatory processes [129] and mitochondrial overload [130], and thus, these data may further highlight a transition towards inflammation and mitochondrial dysfunction in PA-exposed trophoblasts. However, the insights of the current study into incomplete β-oxidation are minimized due to the limited identifications of short-chain acylcarnitine species in our untargeted lipidomic readouts. Future studies may need to utilize targeted metabolomic approaches or utilize radiolabeled FA species to better identify the production of short-chain acylcarnitine species and incomplete β-oxidation in PA-treated BeWo trophoblasts.

### 4.3. Conclusions

The results of the current study highlighted the continued utility of the BeWo cell line as a pre-clinical model of the human placenta, as well as that the dietary FAs PA and OA are important regulators of placental trophoblast lipid metabolism. Overall, BeWo cells treated with PA displayed elevated saturated FA content, as well as increases in markers associated with elevated β-oxidative activity and incomplete β-oxidation. In contrast, BeWo cells treated with OA displayed elevated triglyceride content and increases in markers associated with anti-inflammatory and antioxidant pathways. These results support the notion that increased levels of certain dietary fats in maternal circulation are involved in facilitating the aberrant placental function in obese and GDM pregnancies, but more importantly, demonstrate that saturated and unsaturated FA species differentially impact placental function.

It is important to note, however, that the use of a cell line model system in the current study may limit the clinical translation and implication of our findings. While a cell line model is useful in its ability to examine the isolated impacts of dietary nutrients, these independent increases are not fully reflective of the complex environment in which the human placental is maintained in vivo. Future studies are still needed to elucidate the combined impacts of excess PA and OA with additional dietary nutrients, including PUFAs and glucose. Likewise, further examination of the impacts of dietary NEFAs on placental metabolism using primary cell culture systems and representative animal models are needed to fully elucidate placental responses to dietary-mediated adverse environments.

Overall, the data presented here suggests that an increased supply of dietary NEFAs leads to aberrant placental nutrient processing. These changes may ultimately impact transplacental nutrient transport and facilitate pathological conditions that predispose the exposed offspring to develop cardiometabolic health complications. Monitoring circulating FA levels in obese and GDM pregnancies, and subsequently implementing dietary interventions through modulating dietary fat content and composition, may be necessary in the clinical management of these at-risk pregnancies. Implementation of healthy diet and lifestyle choices that reduce placental NEFA exposures in these “at-risk” pregnancies could act to maintain placental metabolic function throughout gestation and, in turn, reduce the risk of future metabolic health complications in the offspring.

## Figures and Tables

**Figure 1:**
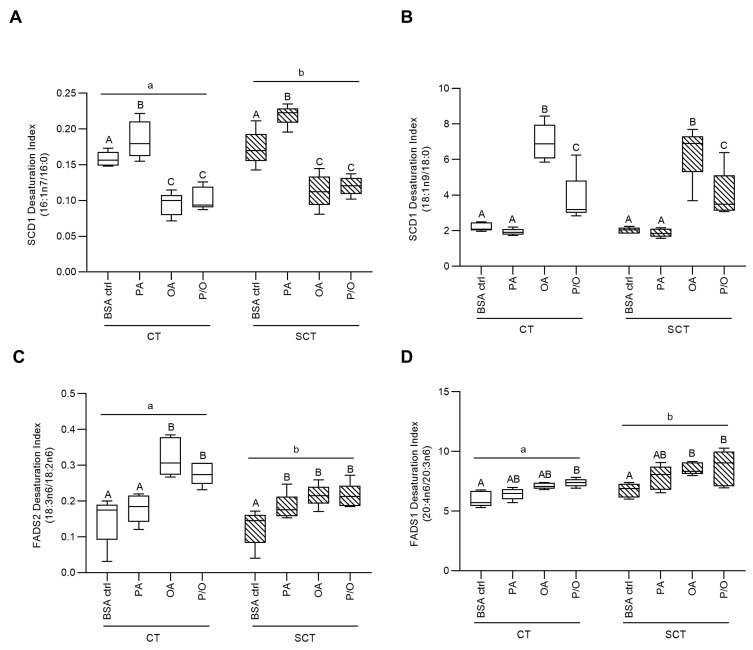
Fatty Acid Desaturase Enzyme Activity Indices in NEFA-treated BeWo CT and SCT cells. The abundance of desaturase enzyme substrate and product FAs were quantified via Gas Chromatography coupled to Flame Ionization Detection, and the activity of each desaturase enzyme was quantified via desaturation index, reflecting the ratio of enzyme product to substrate. The Stearoyl-CoA Desaturase-1 (SCD1) index was quantified via the ratios (**A**) 16:1n7/16:0 ratio and (**B**) 18:1n9/18:0; (**C**) the Fatty Acid Desaturase 1 index was quantified via the ratio of 18:3n6/18:2n6; and (**D**) the Fatty Acid Desaturase 2 index was quantified via the ratio of 20:4n6/20:3n6 (*n* = 5/group; different upper-case letters denote statistical significance between NEFA treatments within each BeWo differentiation state (CT or SCT cells), and different lower-case represents statistical significance between differentiation state groups (CT and SCT cells); *p* < 0.05, Two-Way Randomized Block ANOVA, Tukey’s multiple comparisons Test).

**Figure 2:**
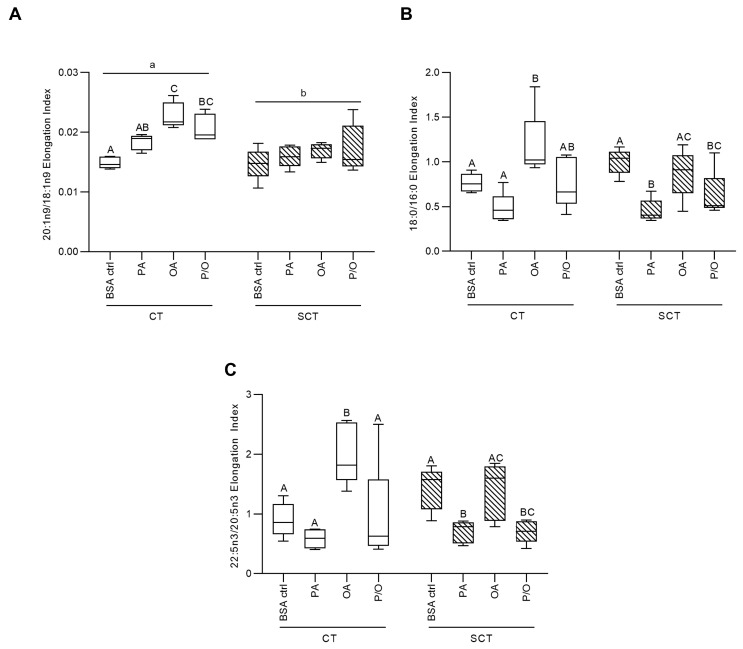
Fatty Acid Elongase Enzyme Activity Indices in NEFA-treated BeWo CT and SCT cells. The abundance of products and substrates of FA elongase enzymes were quantified via Gas Chromatography Coupled to Flame Ionization Detection. The ratios of (**A**) 20:1n9/18:1n9, (**B**) 18:0/16:0, and (**C**) 22:5n3/20:5n3 (elongation indices) were quantified to determine elongase enzyme activities (*n* = 5/group; different upper-case letters denote statistical significance between NEFA treatments within each BeWo differentiation state (CT or SCT cells), and different lower-case represents statistical significance between differentiation state groups (CT and SCT cells); *p* < 0.05, Two-Way Randomized Block ANOVA, Tukey’s multiple comparisons).

**Figure 3:**
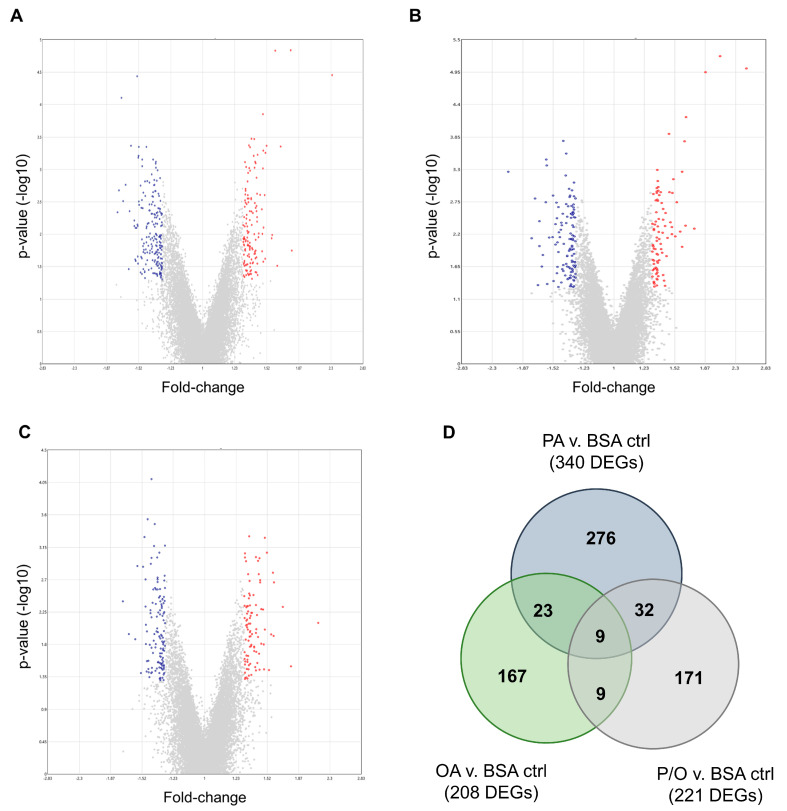
Volcano plot visualization of differentially expressed genes in BeWo CT cells cultured with 100 µM NEFAs for 72 h. The transcriptome profiles of NEFA-treated BeWo cytotrophoblast cells was determined via Clariom S mRNA microarray, and differentially expressed genes were determined with ± 1.3 fold-change and raw-*p* < 0.05 cut-offs. Volcano plots were constructed to visualize the differentially expressed genes (DEGs) in NEFA-treated BeWo CT cells. (**A**) PA-treated cells displayed 340 DEGs (140 upregulated and 200 downregulated); (**B**) OA-treated cells displayed 208 DEGs (88 upregulated and 120 downregulated); and (**C**) P/O-treated cells displayed 221 DEGs (96 upregulated and 125 downregulated) compared to BSA-alone treated cells (*n* = 5/group). The x-axis of the volcano plots indicates fold-change vs. BSA control, and the y-axis indicates *p*-value (−log_10_). Red dots represent upregulated genes, and blue dots represent downregulated genes. (**D**) A Venn diagram showing the number of differentially expressed genes that are unique to each NEFA-treatment or common to multiple NEFA-treatments.

**Figure 4:**
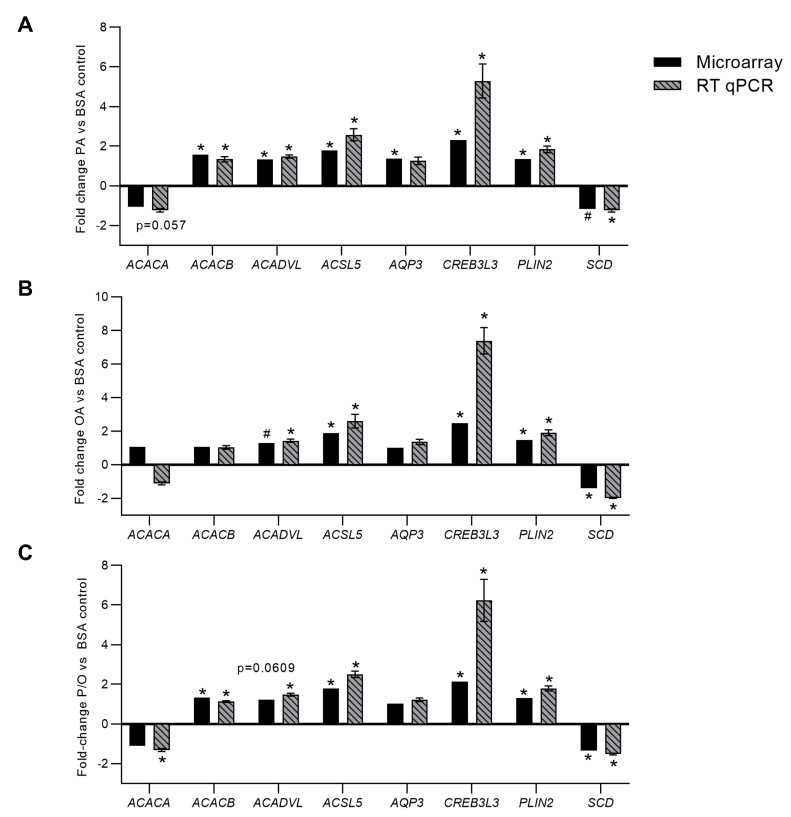
RT-qPCR validation of differentially expressed genes in NEFA-treated BeWo CT cells. Differential expression of genes involved in lipid metabolic processes were validated in (**A**) PA-, (**B**) OA-, and (**C**) P/O-treated BeWo CT cells via RT-qPCR. RT-qPCR data were analyzed via paired two-tailed *t*-test (*n* = 9/group), and the data expressed as fold-change vs. BSA-control cultures (mean ± SEM). * indicates ≥ ±1.3 FC vs. BSA-control, *p* < 0.05 for microarray data; and *p* < 0.05 for RT-qPCR data. ^#^ indicates <1.3 FC vs. BSA-control, *p* < 0.05 for microarray data.

**Figure 5:**
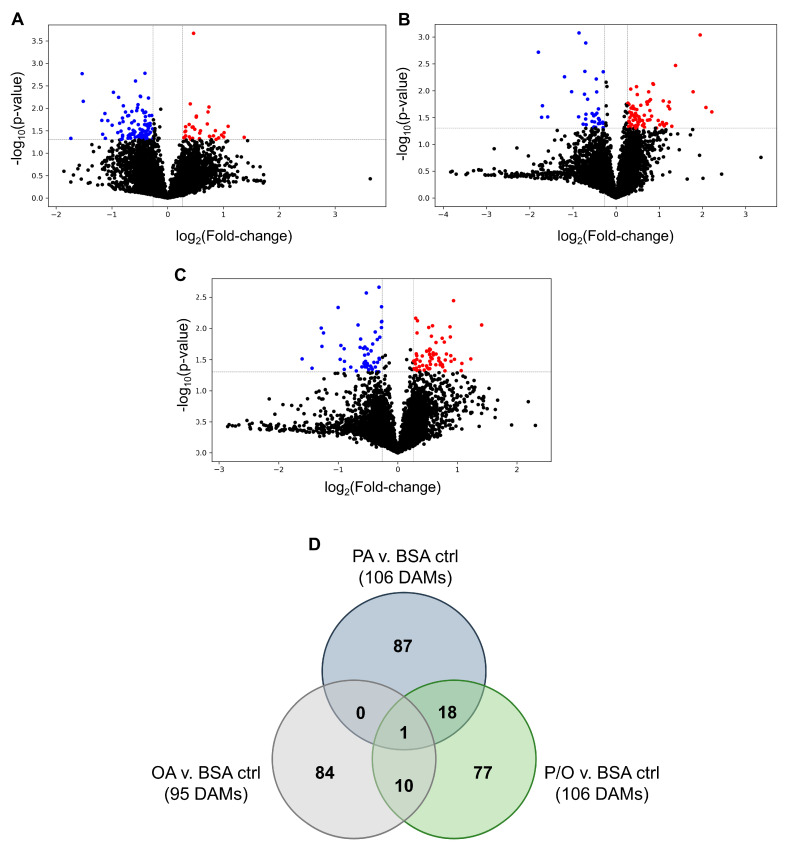
Differentially abundant metabolites in NEFA-treated BeWo CT cultures. Volcano plots were constructed to visualize differentially abundant metabolites (DAMs) in NEFA treated BeWo CT cells. (**A**) PA-treated BeWo CT cells displayed 106 DAMs (32 increased and 74 decreased); (**B**) OA-treated cells displayed 95 DAMs (55 increased and 40 decreased); and (**C**) P/O-treated BeWo CT cultures displayed 106 DAMs (56 increased and 50 decreased) compared to BSA-control cultures (≥±1.2 fold-change, raw-*p* < 0.05). The x-axis of the volcano plots represents log_2_ (fold-change) vs. BSA-control, and the y-axis represents *p*-value (−log_10_). Red dots represent individual metabolites with significantly increased abundance, and blue dots represent metabolites with significantly reduced abundance. (**D**) A Venn diagram showing the number of differentially abundant metabolites that were unique to each NEFA-treatment or common to multiple NEFA-treatments.

**Figure 6:**
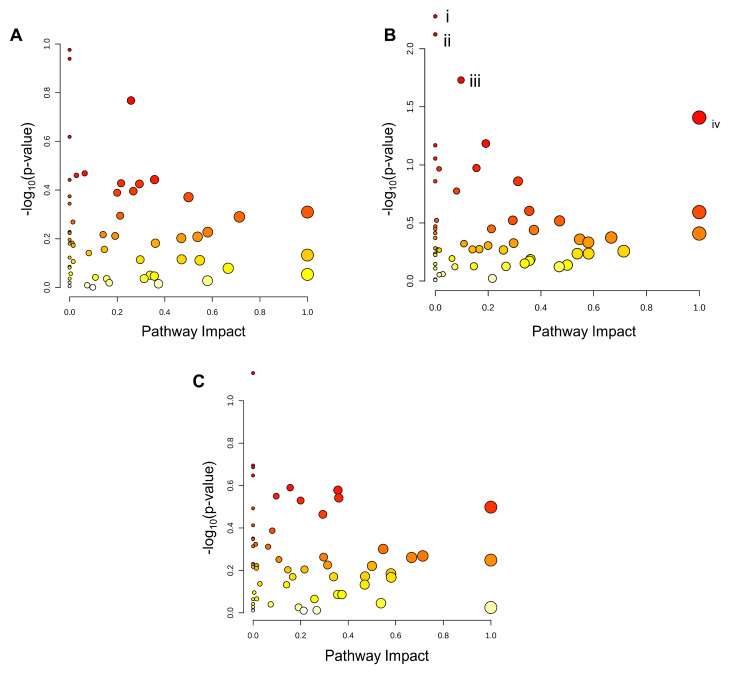
Pathway Analysis of metabolite profiles of NEFA-treated BeWo CT cells. Metabolite peak pairs identified in tier 1 and tier 2 were imported into MetaboAnalyst v5.0 for analysis of enriched KEGG pathways. Pathways with raw-*p* < 0.05 were considered significantly enriched, and scatterplots were created for (**A**) PA-treated; (**B**) OA-treated; and (**C**) P/O-treated cultures to visualize identified KEGG pathways. The x-axis of the scatterplot represents pathway impact, and y-axis represents pathway enrichment *p*-value (−log_10_). Each individual node represents a unique KEGG pathway, and node size corresponds to pathway impact, while node color corresponds to the *p*-value of the pathway. The KEGG pathways for (i) Ether lipid metabolism; (ii) Amino sugar and nucleotide sugar metabolism; (iii) Fructose and mannose metabolism; and (iv) Taurine and hypotaurine metabolism were highlighted to be significantly enriched in the OA-treated BeWo CT cultures.

**Figure 7:**
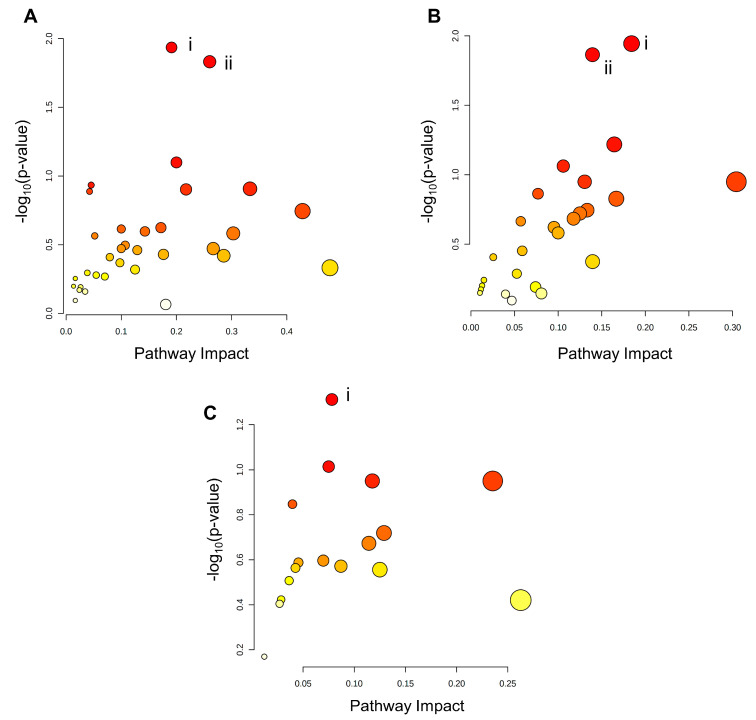
Joint Pathway Analysis of Transcriptome and Metabolome Profiles of NEFA-treated BeWo CT cells. Differentially expressed gene and differentially abundant metabolite (from identification tiers 1 and 2) datasets were analyzed via the Joint Pathway Analysis module in MetaboAnalyst Software. Pathways with raw-*p* < 0.05 were considered significantly enriched, and scatterplots were constructed to visualize identified KEGG pathways. The x-axis of the scatterplot represents pathway impact, and y-axis represents pathway enrichment *p*-value (−log_10_). Each individual node represents a unique KEGG pathway, and node size corresponds to pathway impact, while node color corresponds to the *p*-value of the pathway. (**A**) The (i) inositol phosphate metabolism and (ii) phosphatidylinositol signaling system KEGG pathways were highlighted as significantly enriched in PA-treated BeWo CT cells. (**B**) The (i) ether lipid metabolism and (ii) purine metabolism KEGG pathways were highlighted as significantly enriched in the OA-treated BeWo CT cells. (**C**) The (i) fatty acid biosynthesis KEGG pathway was highlighted as significantly enriched in P/O-treated BeWo CT cells.

**Figure 8:**
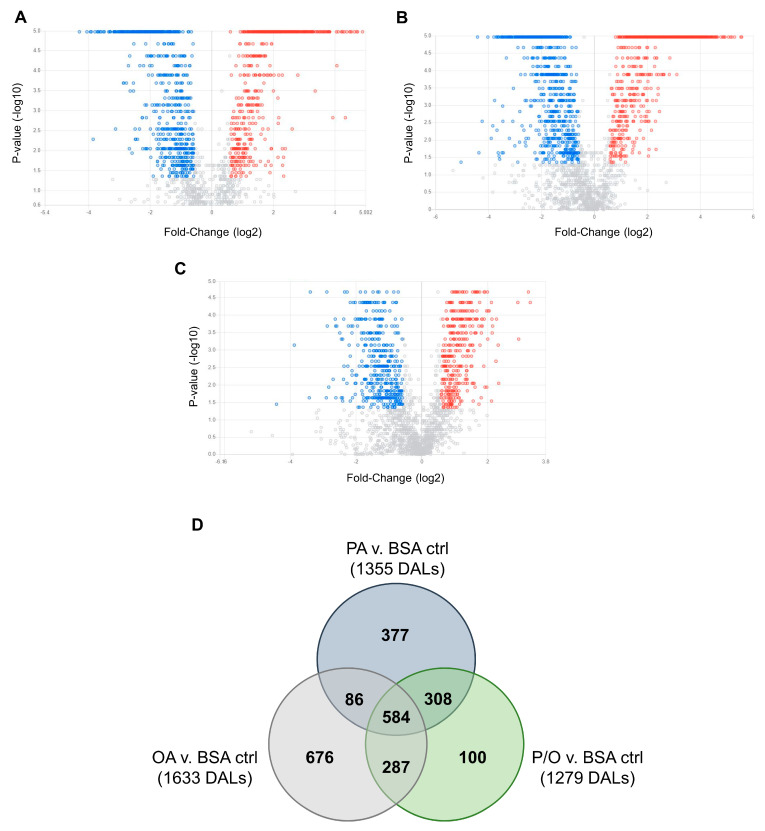
Volcano Plot visualization of differentially abundant lipid species in NEFA-treated BeWo CT cells. Differentially abundant lipid species (DALs) were visualized via non-parametric volcano plot. The x-axis of the volcano plot represents log_2_ (fold-change), and the y-axis represents *p*-value (−log_10_). Lipid species with significantly increased abundance vs. BSA-control cultures are represented by red dots, and lipid species with significantly decreased abundance are represented by blue dots (≥±1.5 fold-change, raw *p*-value < 0.05). (**A**) PA-treated BeWo CT cells displayed 1355 differentially abundant lipids (676 increased and 679 decreased); (**B**) OA-treated BeWo CT cells displayed 1633 differentially abundant lipids (799 increased and 834 decreased); and (**C**) P/O-treated BeWo CT cells displayed 1279 differentially abundant lipids (639 increased and 640 decreased). (**D**) A Venn diagram showing the number of DALs unique to each NEFA-treatment and shared among two or more NEFA-treatments.

**Figure 9:**
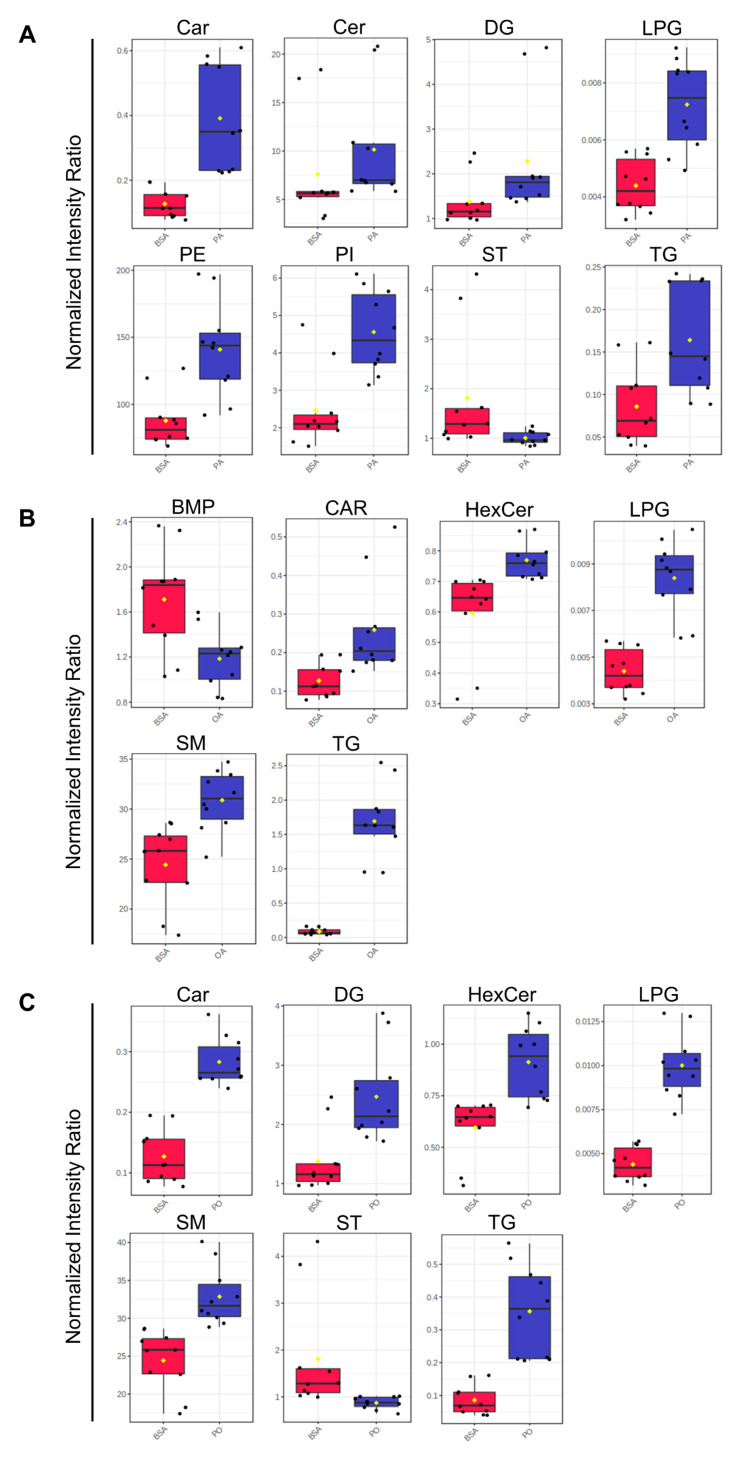
Differentially Abundant Lipid Classes in NEFA-treated BeWo CT cells. Differentially abundant lipid species identified in tiers 1 and 2 were sorted by lipid sub-class, and total peak intensity of lipids in each class was determined. The abundances of lipid class in each NEFA treatment were compared to the BSA-control samples in binary via Wilcoxon rank sum test. Boxplots were constructed to visualize lipid classes with differential abundance versus BSA-control in (**A**) PA-treated, (**B**) OA-treated, and (**C**) P/O-treated BeWo CT cells (raw-*p* < 0.0167). The red boxplots in each figure represent the lipid-class abundance in the BSA-control BeWo CT cells, and the blue boxplots in each figure represent the lipid-class abundance in the respective NEFA-treated BeWo CT cells.

**Table 1:** Fatty acid profiles (% mol) of NEFA-treated BeWo trophoblast cells.

Fatty Acid Species	CT				SCT				Differentiation State Difference
	BSA Ctrl	PA	OA	P/O	BSA Ctrl	PA	OA	P/O	
ΣSFA	39.64 ± 1.1 *a*	44.91 ± 1.63 *b*	20.73 ± 1.04 *c*	33.28 ± 2.99 *d*	37.20 ± 0.92 *a*	44.67 ± 0.85 *b*	24.32 ± 3.18 *c*	34.25 ± 3.29 *a*	NS
8:0	0.63 ± 0.23	0.32 ± 0.11	0.40 ± 0.16	0.54 ± 0.10	0.49 ± 0.14	0.34 ± 0.12	0.45 ± 0.11	0.45 ± 0.06	NS
10:0	0.40 ± 0.14	0.31 ± 0.09	0.37 ± 0.11	0.37 ± 0.11	0.21 ± 0.07	0.24 ± 0.05	0.30 ± 0.07	0.21 ± 0.05	NS
14:0	1.43 ± 0.35 *a*	0.85 ± 0.31 *ab*	0.52 ± 0.12 *b*	0.74 ± 0.25 *b*	1.03 ± 0.33	0.68 ± 0.24	0.40 ± 0.08	0.58 ± 0.18	NS
15:0	0.54 ± 0.16	0.51 ± 0.19	0.19 ± 0.03	0.34 ± 0.14	0.45 ± 0.10	0.59 ± 0.19	0.28 ± 0.02	0.48 ± 0.14	NS
16:0	19.73 ± 0.81 *a*	27.84 ± 2.12 *b*	8.27 ± 0.81 *c*	17.52 ± 2.87 *a*	16.32 ± 0.78 *ab*	28.07 ± 1.37 *c*	12.17 ± 3.01 *a*	19.74 ± 2.80 *b*	NS
18:0	14.98 ± 0.48 *a*	12.79 ± 0.76 *b*	9.23 ± 0.41 *c*	12.04 ± 0.79 *b*	16.20 ± 0.36 *a*	12.46 ± 0.89 *b*	9.26 ± 0.41 *c*	10.98 ± 0.43 *bc*	NS
20:0	0.78 ± 0.06	0.94 ± 0.09	0.79 ± 0.16	0.74 ± 0.07	1.21 ± 0.17	1.10 ± 0.24	0.73 ± 0.10	0.92 ± 0.14	NS
22:0	0.68 ± 0.11	0.80 ± 0.16	0.47 ± 0.10	0.53 ± 0.06	0.76 ± 0.11 *ab*	0.91 ± 0.08 *a*	0.47 ± 0.07 *b*	0.74 ± 0.08 *ab*	NS
23:0	0.49 ± 0.14	0.58 ± 0.11	0.52 ± 0.02	0.64 ± 0.05	0.23 ± 0.03	0.44 ± 0.12	0.27 ± 0.03	0.41 ± 0.09	NS
24:0	1.02 ± 0.05 *a*	1.08 ± 0.07 *a*	0.70 ± 0.06 *b*	0.79 ± 0.07 *b*	0.98 ± 0.05 *a*	0.89 ± 0.05 *a*	0.54 ± 0.02 *b*	0.63 ± 0.05 *b*	NS
ΣMUFA	42.82 ± 1.14 *a*	36.29 ± 1.21 *b*	68.11 ± 1.26 *c*	49.99 ± 4.19 *d*	42.91 ± 1.15 *a*	34.91 ± 0.43 *b*	63.40 ± 4.28 *c*	49.35 ± 4.35 *d*	NS
16:1n7	3.12 ± 0.18 *a*	5.23 ± 0.67 *b*	0.80 ± 0.12 *c*	1.87 ± 0.42 *c*	2.86 ± 0.33 *a*	6.20 ± 0.46 *b*	1.43 ± 0.41 *c*	2.42 ± 0.39 *ab*	NS
18:1n9c	33.09 ± 1.32 *a*	24.76 ± 1.59 *b*	63.73 ± 1.47 *c*	43.84 ± 4.64 *d*	32.65 ± 1.29 *a*	23.08 ± 0.54 *b*	62.64 ± 0.68 *c*	38.52 ± 0.83 *ab*	NS
18:1n9t	0.23 ± 0.02	0.34 ± 0.08	0.38 ± 0.07	0.23 ± 0.04	0.28 ± 0.03	0.46 ± 0.23	0.33 ± 0.07	0.41 ± 0.19	NS
18:1n7	5.99 ± 0.26 *a*	5.69 ± 0.23 *a*	2.91 ± 0.17 *b*	3.78 ± 0.31 *c*	6.86 ± 0.23 *a*	4.89 ± 0.20 *b*	3.03 ± 0.16 *c*	3.39 ± 0.18 *c*	NS
20:1n9	0.49 ± 0.02 *a*	0.45 ± 0.02 *a*	1.46 ± 0.08 *b*	0.92 ± 0.14 *c*	0.48 ± 0.04 *a*	0.37 ± 0.02 *a*	0.99 ± 0.10 *b*	0.77 ± 0.17 *c*	*
22:1n9	0.29 ± 0.13	0.21 ± 0.08	0.19 ± 0.01	0.20 ± 0.03	0.16 ± 0.03	0.24 ± 0.09	0.18 ± 0.02	0.20 ± 0.06	NS
ΣPUFA	16.30 ± 0.94 *ab*	17.47 ± 0.82 *a*	9.18 ± 0.44 *c*	15.02 ± 1.79 *b*	18.89 ± 0.78 *a*	18.96 ± 0.42 *a*	10.68 ± 1.24 *b*	14.84 ± 1.27 *b*	NS
16:3n4	0.34 ± 0.04 *ab*	0.23 ± 0.02 *ab*	0.16 ± 0.02 *b*	0.22 ± 0.03 *b*	0.37 ± 0.04 *a*	0.30 ± 0.05 *a*	0.19 ± 0.02 *b*	0.28 ± 0.03 *ab*	NS
18:2n6	2.52 ± 1.21 *ab*	1.36 ± 0.24 *a*	0.61 ± 0.04 *b*	0.82 ± 0.08 *b*	3.24 ± 0.98 *a*	1.45 ± 0.04 *b*	0.94 ± 0.04 *c*	1.11 ± 0.07 *c*	*
18:3n6	0.230 ± 0.005	0.234 ± 0.029	0.194 ± 0.006	0.226 ± 0.022	0.324 ± 0.016 *a*	0.265 ± 0.024 *ab*	0.201 ± 0.009 *c*	0.235 ± 0.011 *bc*	NS
20:2	1.48 ± 0.12 *ab*	3.03 ± 0.24 *b*	1.69 ± 0.11 *a*	3.23 ± 0.48 *b*	0.97 ± 0.15 *a*	2.00 ± 0.18 *b*	1.23 ± 0.27 *a*	1.83 ± 0.23 *b*	*
20:3n6	1.45 ± 0.07 *ab*	1.43 ± 0.08 *a*	0.72 ± 0.05 *b*	1.09 ± 0.12 *c*	1.66 ± 0.06 *a*	1.46 ± 0.05 *a*	0.76 ± 0.08 *b*	1.03 ± 0.08 *c*	NS
20:4n6	8.68 ± 0.39 *ab*	9.18 ± 0.50 *a*	5.08 ± 0.25 *b*	8.07 ± 0.94 *a*	11.12 ± 0.28 *a*	11.34 ± 0.38 *a*	6.52 ± 0.78 *b*	8.82 ± 0.85 *c*	*
20:4n3	0.15 ± 0.06	0.19 ± 0.10	0.07 ± 0.01	0.15 ± 0.04	0.14 ± 0.03	0.28 ± 0.11	0.08 ± 0.02	0.21 ± 0.09	NS
20:5n3	0.54 ± 0.14 *ac*	0.95 ± 0.14 *b*	0.16 ± 0.02 *a*	0.64 ± 0.15 *bc*	0.39 ± 0.05 *a*	0.92 ± 0.13 *b*	0.27 ± 0.06 *a*	0.63 ± 0.11 *ab*	NS
22:5n3	0.43 ± 0.05 *a*	0.52 ± 0.03 *b*	0.31 ± 0.01 *c*	0.39 ± 0.04 *ac*	0.53 ± 0.01 *a*	0.61 ± 0.02 *a*	0.33 ± 0.02 *b*	0.41 ± 0.04 *b*	NS

Data are mean ± SEM (*n* = 4–5/group). Different lower-case letters denote statistical difference in FA abundance between NEFA treatments within a differentiation state (CT or SCT) (*p* < 0.05). * Denotes a differentiation state-dependent difference in FA abundance between BeWo CT and SCT cells (*p* < 0.05); NS indicates no statistical significance between differentiation states.

**Table 2:** Neutral lipid profiles of NEFA-treated BeWo trophoblast cells.

Neutral Lipid Species	CT				SCT			
	BSA Ctrl	PA	OA	P/O	BSA Ctrl	PA	OA	P/O
Cholesterol Esters	10.07 ± 2.66	25.46 ± 9.52	11.29 ± 2.28	15.44 ± 4.39	9.03 ± 1.69	17.56 ± 6.19	12.19 ± 4.33	19.18 ± 7.54
Free Fatty Acids	10.46 ± 3.67	11.91 ± 5.12	8.90 ± 3.36	10.05 ± 4.04	11.33 ± 3.69	9.93 ± 2.81	7.81 ± 2.89	8.72 ± 2.55
Triglycerides	15.99 ± 5.14 *a*	17.12 ± 2.63 *a*	39.47 ± 2.59 *b*	18.35 ± 2.88 *a*	14.34 ± 1.97 *a*	14.74 ± 1.51 *a*	30.86 ± 4.95 *b*	17.96 ± 1.19 *a*
Free Cholesterol	61.80 ± 6.21 *a*	43.6 ± 5.91 *bc*	37.84 ± 1.32 *b*	53.79 ± 3.88 *ac*	62.88 ± 3.19 *a*	56.39 ± 5.57 *ab*	46.40 ± 4.62 *b*	52.24 ± 6.66 *ab*
Diacylglycerols	1.68 ± 0.32	1.91 ± 0.77	2.51 ± 0.35	2.37 ± 0.42	2.43 ± 0.89	1.38 ± 0.24	2.75 ± 0.07	1.90 ± 0.26

Data are percent of neutral lipid fraction (mean ± SEM; *n* = 5/group). Different lower-case letters denote statistical differences between NEFA-treatments within each differentiation state (CT or SCT cells), *p* < 0.05.

## Data Availability

Microarray data are available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GSE197385). A full list of metabolome peak pairs and their high-confidence/putative identifications are available in Supplementary Table S7. A full list of lipidome peak intensities and their high-confidence/putative identifications are available in Supplementary Table S10.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo13080883/s1, Figure S1: Multivariate visualization of the degree of separation between metabolite profiles in NEFA-treated BeWo CT cells. (A) Unsupervised principal component analysis (PCA) and (B) supervised partial least squares discriminant analysis (PLS-DA) plots were constructed to visualize the degree of difference in metabolite profiles between PA, OA, P/O and BSA-control cultures; Figure S2: Multivariate visualization of the degree of separation between lipidome profiles in NEFA-treated BeWo CT cells. (A) Unsupervised principal component analysis (PCA) and (B) supervised partial least squares discriminant analysis (PLS-DA) plots were utilized to visualize the degree of difference in lipidome profiles between PA, OA, P/O and BSA-control cultures; Table S1: Forward and reverse primer sequences used for quantitative Real-Time PCR validation of NEFA treatment microarrays; Table S2: Summary of differentially expressed genes (DEGs) identified in PA, OA and P/O-treated BeWo CT cells compared to BSA-control cultures; Table S3: Summary of shared and unique Differentially Expressed Genes (DEGs) in NEFA-treated BeWo CT cells; Table S4: Summary of over-representation enrichment analysis of NEFA treated BeWo CT transcriptome profiles highlighting the top 10 pathways (by FDR corrected p-value) in the Wikipathway, Reactome and KEGG functioanl datasets, as well as the Gene Ontology (GO) biological processes and molecular function datasets; Table S5: Summary of Gene Set Enrichment Analysis of NEFA treated BeWo CT transcriptome profiles showing top 10 upregulated and downregulated pathways (by FDR corrected p-value) in the Wikipathway, Reactome and KEGG functional databases, as well as the Gene Ontology (GO) molecular function and biological pro-cesses datasets; Table S6: Ranked gene lists (signal-to-noise ratio) of NEFA-treated BeWo CT cells; Table S7: Summary of identified metabolites, and metabolite peak-pair data for NEFA-treated BeWo CT cells; Table S8: Summary of differentially abundant metabolites in NEFA-treated BeWo CT cells; Table S9: Summary of differenitally abundant metabolites shared between 2 or more NEFA-treatment groups; Table S10: Summary of identified lipid species, and respective peak in-tensity data for NEFA-treated BeWo CT cells; Table S11: Summary of abbreviations of lipid sub-classes identified in untargeted lipidomic analysis; Table S12: Summary of differentially abundant lipid species in NEFA-treated BeWo CT cells; Table S13: Summary of differenitally abundant lipid species (DALs) shared between 2 or more NEFA-treatment groups, and unique to each NE-FA-treatment group.

# Supplementary material for: An Integrated Multi-OMICS Approach Highlights Elevated Non-Esterified Fatty Acids Impact BeWo Trophoblast Metabolism and Lipid Processing
**Source:** Metabolites. 2023 Jul 25;13(8):883. doi: 10.3390/metabo13080883
**Supplement:** Supplementary file 1

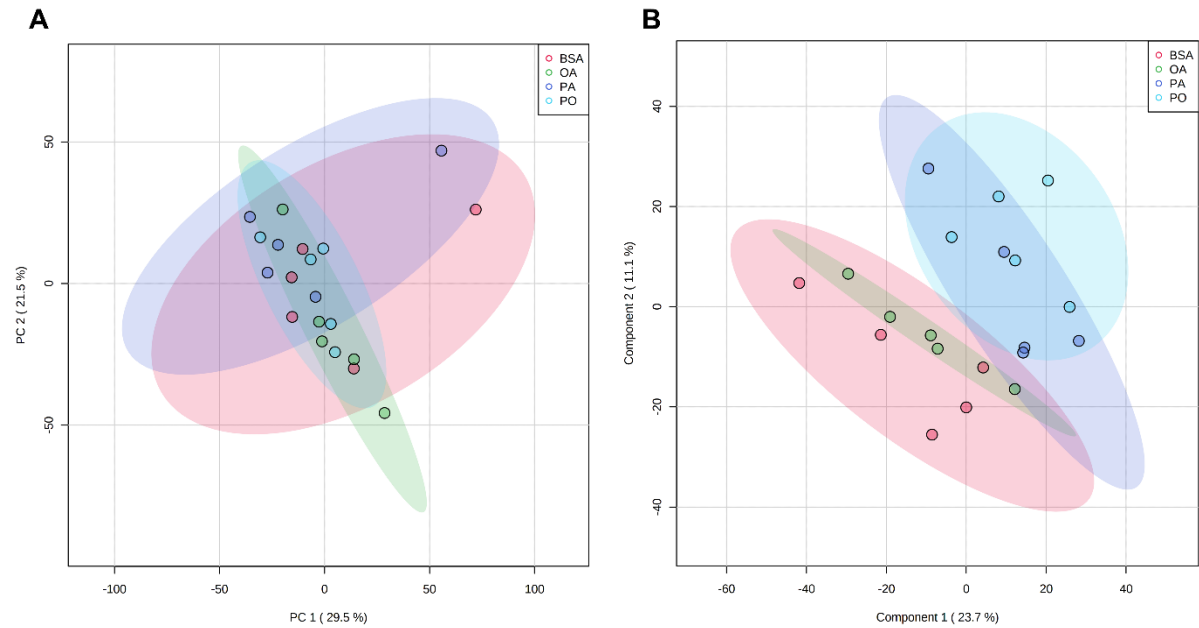

Supplementary Figure S1. Multivariate visualization of the degree of separation between metabolite profiles in NEFA-treated BeWo CT cells. (A) Unsupervised principal component analysis (PCA) and **(B)** supervised partial least squares discriminant analysis (PLS-DA) plots were constructed to visualize the degree of difference in metabolite profiles between PA, OA, P/O and BSA-control cultures.

up

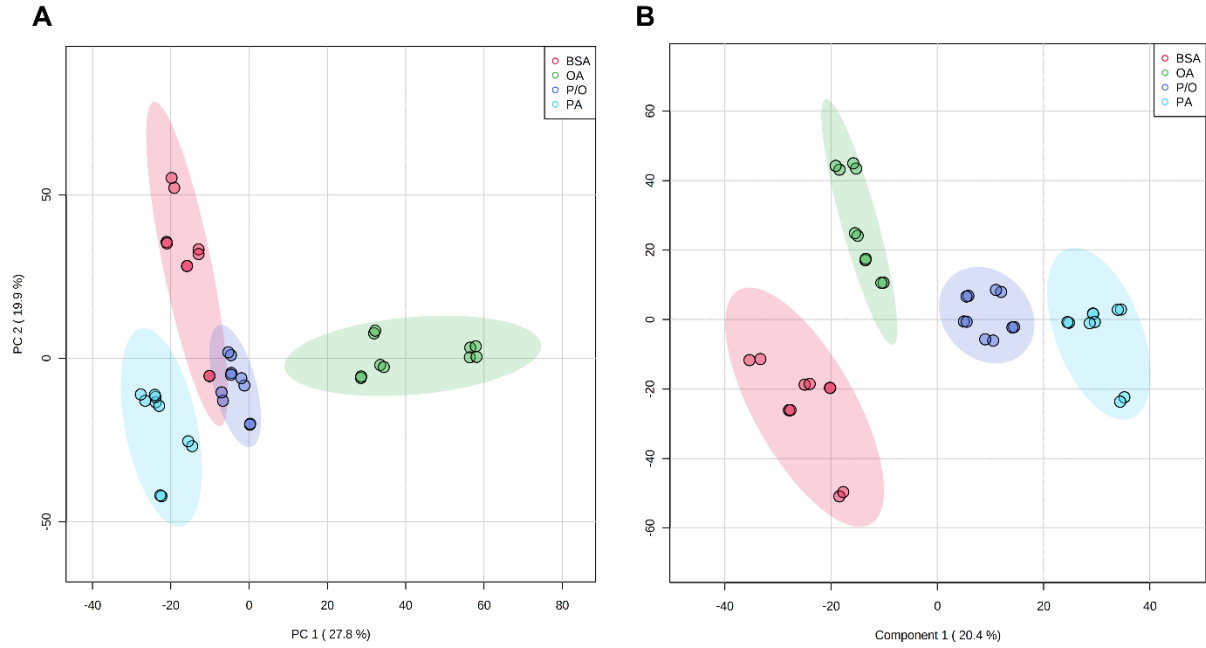

Supplementary Figure S2. Multivariate visualization of the degree of separation between lipidome profiles in NEFA-treated BeWo CT cells. (A) Unsupervised principal component analysis (PCA) and (B) supervised partial least squares discriminant analysis (PLS-DA) plots were utilized to visualize the degree of difference in lipidome profiles between PA, OA, P/O and BSA-control cultures.

How the deposited data were processed for this re-analysis (not part of the article)

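The microarray experiment compared BeWo CT cells cultured for 72 h with 0.3% BSA alone, 100 µM PA, 100 µM OA, or 50 µM PA with 50 µM OA (P/O), with 5 replicate cultures in each of the 4 groups and 20 Clariom S arrays in all. The log2 signals are those deposited by the authors, who obtained them per the methods and the processing notes by RMA (background correction, quantile normalization and median polish) in the Transcriptome Analysis Console. The values were used as deposited. The file holds 24351 probe sets, of which 2903 are control probe sets by their identifiers and were left out, so that 21448 were tested. The annotation gives a gene symbol for 17709 of them, 17687 symbols being distinct. For the 20 symbols with more than 1 probe set, the one with the highest mean signal over all arrays was taken wherever a gene was named or counted. Transcripts that the study names by an identifier of their own (those assigned to *ACACA*, *ADK*, *GMPR* and *PLA2G12A*) were not matched by the symbol of the host gene.

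The columns were checked against the group averages printed in Table S2, of which a copy with 339, 207 and 220 transcripts was held for PA, OA and P/O, 1 fewer in each than the text counts. A transcript was matched when its tabulated treatment average lay within 0.15 log2 units of the mean of the arrays. By this check the BSA and OA columns belong to a common RMA run, and the PA and P/O columns each to another run, whose control values were not held. No model can remove this, because each of those runs supplies arrays of 1 treatment only.

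Replicate numbers were taken as culture passages, since the methods pair samples of the same passage. As a check, each array was expressed as its difference from its group mean. Arrays with the same number then correlated across genes by a mean of 0.246 between BSA and PA, 0.174 between BSA and OA and 0.165 between BSA and P/O. For different numbers the means were −0.057, −0.043 and −0.040, which follow from the former because deviations within a group sum to 0. Single pairs varied. P/O replicate 2 correlated with BSA replicate 2 at 0.002 but with BSA replicate 5 at 0.197. OA and BSA replicates 1 correlated at 0.021, and PA replicate 4 with BSA replicate 3 at 0.260. The check thus leaves the pairing of single arrays an assumption.

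Each treatment was compared with BSA in limma 3.58.1 (R 4.3.3) on the 10 arrays concerned, with the replicate number as a fixed block and moderated variances from eBayes without trend. All limma tests were two-sided, with Benjamini-Hochberg adjustment over all probe sets tested. Calls at the study criteria require an absolute fold change of at least 1.3 and an unadjusted p under 0.05, and calls at an adjusted p require a value under 0.05. The treatments were compared with each other, and P/O with the mean of PA and OA, in a fit of all 20 arrays with the same block. Precision is limited by 5 arrays per group. Background was gauged as the 95th percentile (5.28) of 348 probe sets of olfactory receptors, whose median was 3.40.

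The same steps were tested on simulated data with the observed variances, in which 100 probe sets were given a log2 change of 0.5 and 100 a change of 1. At the study criteria 84% (PA), 86% (OA) and 85% (P/O) of the smaller changes were found, and 100%, 100% and 99% of the larger ones. At an adjusted p under 0.05 these were 21%, 25% and 13%, and 91%, 90% and 86%. Of 21248 unchanged probe sets 246, 243 and 288 met the study criteria and 9, 7 and 4 the adjusted p. Among the smaller changes in OA 1 probe set was estimated in the wrong direction. The test had at first allowed no such estimate, and its limit was relaxed to 2 of 100 after that result.

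The 25 gene lists were written from general knowledge and from the paper before the signals were examined. PPAR signaling, fatty acid biosynthesis, beta-oxidation, cholesterol synthesis, desaturation and elongation, linoleic acid metabolism, inflammation and ER stress were tested. Triglyceride synthesis and lipid droplets, fatty acid uptake and transport, CREB3L3 targets and apolipoproteins, antioxidant defence, purine metabolism, steroid hormone synthesis, ether lipid metabolism, inositol phosphate and phosphatidylinositol signaling, adherens junction cadherins, CXCR3 ligands, cytotrophoblast, syncytiotrophoblast and extravillous trophoblast markers, fibroblast, endothelial and blood cell markers, proliferation, amino acid response, and glycolysis and hypoxia were counted. Their members are those that could be recalled and not the database sets that the study used. The 8 tested lists were put to camera in limma with a preset correlation of 0.01, with adjustment over the 24 tests, and to fry and fgsea 1.28.0 as alternatives. The values of Tables S2 and S6 had been read before the rule for naming genes was set. By that rule the genes named were those that the paper names from the arrays, the 8 highest and 8 lowest changes per comparison among probe sets that met the study criteria and moved the same way in all 5 pairs, all at an adjusted p under 0.05 where there were at most 20, and up to 4 called members of each list with the smallest p. Genes of interleukin-12 signaling and amine transport were added after the data had been seen.

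Shared calls were counted with the same direction in both comparisons and set beside 20 simulations of unchanged groups with shared controls and 20 divisions of the BSA arrays. The divisions were fitted without the block. The count expected for independent lists was computed from the list sizes of each division. The signal-to-noise ratio was computed with and without the minimum SD of the enrichment software.

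The alternatives were no block, all 4 groups in 1 fit, trended and robust variances (statmod 1.5.0), the block as a random effect, quantile normalization over the 20 arrays, centring on array medians, a mean signal of at least 5, a mean above the olfactory receptor level, only probe sets with a symbol, array weights, and leaving out each replicate number in turn. After the control averages had been examined, a further alternative added the spread between runs to the error of PA and P/O. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The metabolome, lipidome, RT-qPCR and other fatty acid measurements of the paper, and SCT cultures, have no arrays and were left out.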

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

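The gene lists, comparisons, thresholds and alternatives, apart from the run offset, were set before the data were examined. The tests of passage, of run in the control averages, of array shift and of the size of the response were chosen only after the results they concern had been seen, whereas the other splits of the arrays and the simulated arrays were set beforehand.

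The lipid genes *CREB3L3*, *ACSL5*, *PLIN2* and *SCD* kept their direction in the means of all treatments, but the number of other probe sets past the study criteria was large in PA (1578, of which 1167 were lower) and P/O (2201, of which 2008 were lower). A response to the fatty acid of this size is argued against by Table S2, in which the study's own comparison within a run lists 339 transcripts for PA and 220 for P/O in the copy held. A single shift of each array is argued against as the whole source of the counts, since 1379 probe sets in PA and 1260 in P/O met the criteria after the arrays had been centred on their medians, of which 1125 and 780 are among those counted before, although the excess of lower ones was then gone (665 higher and 714 lower in PA, 673 and 587 in P/O). Processing in separate RMA runs would leave few p-values of Table S2 recovered, and 1.71% in PA and 0.680% in P/O were, within 2%. Unchanged arrays simulated with the measured spread between runs gave 1913 and 3154 probe sets, more than were observed, with the shift of the median taken from the data. That spread (0.176 and 0.183) was measured on transcripts that the study had called. It is near the SD of all changes (0.203 and 0.196), so that many calls were assured and the simulation does not decide. Of the matched transcripts of Table S2, 231 of 234 in PA and 145 of 147 in P/O had the same direction here. Of these transcripts 142 and 98 also met the study criteria here. What part of the PA and P/O differences over all probe sets is due to treatment stays open, because no control array of those runs was held.

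Replicate 5 stood apart from its group in BSA cultures, with a mean correlation of 0.986 with the other arrays, and in PA cultures, with 0.980 (Dixon ratios 0.732 and 0.745). Palmitate as the source was not decided, since the ratio of 0.732 of the BSA array, which received none, is itself part of the pattern. Separate RMA runs are argued against, since the deviations of the PA and BSA arrays numbered 5, which lie in different runs, correlated across genes at 0.503. The same value is consistent with a shared culture passage, as the highest correlation between other BSA and PA arrays was 0.216 with the same number and 0.260 with different numbers, and in other pairs of groups that of arrays with the same number was at most 0.243. What differed in that passage is not known, and pairing by number removes what both arrays share.

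In P/O cultures replicate 2 had a mean correlation of 0.985 with the other arrays of its group (Dixon ratio 0.833). The *SCD* signal in P/O replicate 4 was 11.6, against at most 11.2 in the other P/O replicates (Dixon ratio 0.748). *MAMDC2*, which the paper's text does not discuss although Tables S2 and S3 list it, was higher in OA by a log2 change of 1.07 in 5 of 5 pairs, a signal outside the genes that the paper weighs. In all 36 groups of 5 values were examined for a value far from the others and 4 were found, where chance gives 1.8.

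Other splits of the same arrays, 100 for each comparison with the real one included, were put to the same fits. For the 261 probe sets at an adjusted p under 0.05 in PA and the 310 in P/O, 1 split was as large, the real one, and 0 was the highest of the others. Most of those splits put both arrays of a passage into the same group, and the ones that part every pair (12 in PA and 13 in P/O) are too few for a share under 0.05. For the contrasts between treatments 1 split was likewise as large, with 507 for PA against OA (highest other 68), 778 for PA against P/O (14) and 2109 for OA against P/O (14), and the splits that part every pair (14, 12 and 12) are again too few. For P/O against the mean of PA and OA, 1 grouping of 15 arrays gave 1615 and the highest of the others 19. These groupings do not keep the pairs and mix arrays of separate runs, so that they do not decide on chance. Leaving out any replicate gave 0 in PA and at most 1 in P/O, and 111 to 409, 225 to 488, 609 to 1655 and 472 to 1205 for the contrasts in the same order. None of this excludes a difference between runs, which every real split follows. At the study criteria chance is not excluded over all splits, with 15 splits as large in PA (1578, highest other 2276), 91 in OA (188, highest other 1866) and 16 in P/O (2201, highest other 2601). The largest of these splits put both arrays of a passage into the same group, and so count the structure of passages. Among splits that part every pair, the real one alone reached its count in PA (of 12, highest other 544) and in P/O (of 13, highest other 920), whereas 4 of 13 did in OA (highest other 245). For the 0 probe sets at an adjusted p under 0.05 in OA by limma, all 100 splits are as large, and at an unadjusted p under 0.05 there were 1119.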

How the results depend on the processing

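The run offset in the error was the only alternative chosen after the data had been seen, and the others were set beforehand. The direction of the panel genes *CREB3L3*, *ACSL5*, *PLIN2* and *SCD* did not reverse in any comparison with BSA. Over all alternatives the change of a named gene kept its side of the study criteria in 2517 cases, came to pass them in 29 and no longer passed in 284. No change past the criteria turned its sign, whereas changes near 0 did under some alternatives, such as *ACADVL* and *AQP3* in P/O and *BCL2* and *XBP1* in PA, all of them positive after median centring. In the same alternatives 114 counts moved by more than 1.5 times where 107 did not. Of the counts of lists 98 moved and 52 did not. The cause was not tested for any value that follows, except where fewer probe sets or fewer arrays were tested. At the study criteria, a mean signal of at least 5 gave 718 probe sets in PA, 88 in OA and 1092 in P/O, and a mean above the olfactory receptor level 594, 71 and 962, since fewer were tested. The run offset gave 537 in PA and 395 in P/O, quantile normalization gave 1238 in P/O and median centring 1260. Leaving out each replicate gave 1548 to 1995 in PA, 284 (without replicate 1) to 348 (without replicate 5) in OA and 2316 to 2515 in P/O. At an adjusted p under 0.05 in PA, no block gave 110, all 4 groups in 1 fit 501, trended and robust variances 872, a random block 659, quantile normalization 114, a mean of at least 5 78, the olfactory level 39, the run offset 0, and leaving out any replicate 0 to 0. In OA trended and robust variances gave 20, a random block 2 and both filters on dim probe sets 3 and 3, where the others gave 0 by limma against 1119 at an unadjusted p under 0.05. In P/O all 4 groups in 1 fit gave 1728, trended and robust variances 2143, a random block 1446, array weights 930, quantile normalization 0, median centring 0, the run offset 0, and leaving out a replicate 0 to 1.

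For PA against OA no block gave 325, only the arrays compared 89, a mean of at least 5 137, the olfactory level 86, and leaving out a replicate 111 (without replicate 3) to 409. For PA against P/O only the arrays compared gave 98, quantile normalization 386, median centring 369, a mean of at least 5 322, the olfactory level 272, and leaving out a replicate 225 (without replicate 3) to 488. For OA against P/O no block gave 1166, only the arrays compared 849, quantile normalization 478, median centring 455, and leaving out a replicate 609 (without replicate 3) to 1655. For P/O against the mean of PA and OA no block gave 1011, quantile normalization 388, median centring 384, a mean of at least 5 1017, the olfactory level 999, and leaving out a replicate 472 (without replicate 1) to 1205. Probe sets shared by PA and OA numbered 21 with a mean of at least 5, 16 with the olfactory level, 21 with the run offset, 0 at an adjusted p, and 55 to 98 without a replicate. Those shared by PA and P/O numbered 244 and 208 with the filters, 349 with quantile normalization, 92 with the run offset, 37 at an adjusted p, and 567 to 664 without a replicate. Those shared by OA and P/O numbered 20 and 16 with the filters, 13 with the run offset, 0 at an adjusted p, and 62 to 91 without a replicate. Those shared by all 3 numbered 12 and 9 with the filters, 14 with quantile normalization, 7 with the run offset, 0 at an adjusted p, and 22 to 49 without a replicate. Of the list tests, 0 passed with an estimated correlation, 13 with fry, 2 with fgsea, 2 with all 4 groups in 1 fit and 1 to 4 without a replicate. With fry, which does not compare a list with other genes, the P/O direction was reversed for PPAR signaling (adjusted p = 0.0119), beta-oxidation (0.0344) and ER stress (0.0287). Short of the threshold it also turned lower for inflammation with fry (0.0749), and with fgsea for PPAR signaling (0.749), beta-oxidation (0.846) and inflammation (0.890). Panel genes past the criteria numbered 8 to 12 of 24 without a replicate, and 33 of the 100 highest genes by signal-to-noise in OA lay below the olfactory level when no minimum SD was set. Signal over background limits the calls on dim probe sets, which make up 62.5% of those at the study criteria in PA, 62.8% in OA and 56.5% in P/O, and all alternatives set beforehand were run.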

Differences from the paper's values

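The run offset and no other alternative named here was chosen only after the values had been seen. The 41 fold changes that the paper states from the arrays over the 3 comparisons, some genes being counted in more than 1, all had the same direction here, and 6 of them, all in PA, differ from the values here by more than the SD of the pairs. That SD is wide where pairs disagree, as for *CREB3L3* in P/O, whose pairs ran from −0.50 to 1.22. A fold change within it may still be far from the paper's. In P/O the control averages differ with an SD of 0.183, so the lack of such differences there does not show like values. For *ACSL5* the paper gives a fold change of 1.77 and the deposited values give 1.47, which none of the 15 alternatives set before the data were examined brings within that SD. For *ACADVL* the paper's 1.32 stands against 1.22, which comes within it with quantile normalization, median centring and without replicate 1, 2 or 4, and stays outside with the other 10. For *FABP2* the paper's 1.31 stands against 1.09, which comes within it with quantile normalization, median centring, array weights and without replicate 3, 4 or 5, and not with the other 7. For *ITGB2* the paper's 1.40 stands against 1.22, which comes within it with quantile normalization, median centring and without replicate 4, and not with the other 11. For *INPP5D* the paper's 1.447 stands against 1.11 and for *NCF1* the paper's 1.35 against 1.12, and none of the 15 and 13 alternatives closes either difference. The study's PA control averages differ from the mean of the BSA arrays by −0.26 (*ACSL5*), −0.12 (*ACADVL*), −0.26 (*FABP2*), −0.19 (*ITGB2*) and −0.23 (*NCF1*) log2 units. Lower controls give larger fold changes, which is the direction of each of these differences. Transcripts were matched only where the treatment averages were alike, so the larger differences had to lie mainly in the controls. This is no separate check of the run. For *INPP5D* no control average was matched.

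For PA the paper counts 340 transcripts, 140 higher and 200 lower, and the deposited values give 1578, 411 and 1167 at the paper's thresholds. Of the alternatives set before the data were examined, a mean signal of at least 5 brings the higher ones within 1.5 times of the paper's count, and none does so for the total or the lower ones. For P/O the paper counts 221, 96 higher and 125 lower, against 2201, 193 and 2008 here, and none of those alternatives closes these. The run offset, chosen after the values had been seen, gave 537 in PA and 395 in P/O, which also differ by more than 1.5 times. For OA the paper's results give 208, which does not differ from 188 by that measure, whereas its discussion gives 308, which does. The latter is reached within 1.5 times with trended and robust variances, with array weights and without any replicate, and not with the other 8 alternatives. Like totals do not mean the same members. Of the 146 matched transcripts of the study's OA list, all had the same direction here but 98 met the study criteria here. The study's p-value was recovered within 2% for 100% of them. The others therefore fell short on the fold change, save where p lay at the threshold itself. The changes differed from the study's with an SD of 0.064 log2 units. For transcripts shared by PA and P/O the paper's text gives 41, those of all 3 included, against 562 here, with none of 10 alternatives within 1.5 times. For OA and P/O it gives 18 against 46, which both filters on dim probe sets bring within 1.5 times and the other 8 do not. For all 3 treatments the paper gives 9 against 24 here, which both filters bring within 1.5 times (12 and 9) and the other 8 do not. The copy of Table S3 holds 8 for all 3 and 22 for PA and OA alone.

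The paper calls some genes differentially expressed that did not meet its thresholds here, with the same direction in each case. In PA these are *ACACB* with a log2 change of 0.36, *HSD3B1* with 0.33, *PLCE1* with 0.34 and *AQP3* with 0.33, which met them with quantile normalization and median centring, *ACACB* also without replicate 3 or 4, *HSD3B1* without replicate 1 or 2, *PLCE1* without replicate 3 and *AQP3* without replicate 1 or 4. *IMPA1* with −0.37 met them with array weights and without replicate 5, and *PIP5K1B* with −0.31 without replicate 4. *CDH9* with −0.27, *ACADVL*, *ITGB2*, *NCF1*, *INPP5D* and *FABP2* met them under no alternative. In OA *PRPS1* with 0.35 met them without replicate 2 or 3. In P/O *CXCL13* with 0.30 and *ACACB* with 0.23 met them with quantile normalization and median centring, *PLIN2* with 0.26 with median centring, and *CXCL11* with −0.17 under none. The paper states that *ACADVL* was elevated in P/O cultures, where the change in the deposited values is −0.05, or 0.09 relative to the median, and the paper's own array value is also negative (a fold change of −1.22). Its RT-qPCR, a measure not held here, gave a fold change of 1.48, in the direction of its statement. For *CREB3L3* and *ACSL5*, its own markers, the values here are higher in all treatments, as the paper states.

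The paper reports the PPAR sets as raised in PA and OA at its threshold, an adjusted p under 0.25. The list used here lay under that threshold in OA with camera (adjusted p = 0.181), fry and fgsea, and in PA with camera (adjusted p = 0.0767) but not with fry or fgsea (adjusted p = 0.411). With camera's estimated correlation it lay over the threshold in both (adjusted p = 0.365 in OA and 0.346 in PA). It reports fatty acid biosynthesis as raised in PA, where camera gave an adjusted p of 0.743, and linoleic acid metabolism as lowered in OA, where the adjusted p was 0.278 with camera and 0.290 with fgsea, and under the threshold with fry (0.218), and with camera without a block, with both filters on dim probe sets and without replicate 1 or 3. The lists used here were written from memory and are not the paper's sets. The paper states that inflammation genes were not elevated in PA, where *IL6* and *IL32* lay at −0.27 and −0.15 and other members of the list, such as *IKBKG* with 0.47, met the thresholds. *IKBKG* is itself among the genes that the paper's results name as raised in PA, so its call is not independent evidence.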

Other observations

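The tests of the syncytiotrophoblast markers, the comparison with Table S2, the camera tests of lists that had been set for counting and the reading of the cholesterol list as coordinated were chosen only after the results had been seen, whereas the lists, their counts and the tests of the cholesterol list were set beforehand.

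In OA-treated BeWo CT cells, whose arrays share a run with the controls, genes of cholesterol synthesis lay low together. Of 22 measured genes 19 were below the median of all probe sets, with a median log2 change of −0.14. At the study criteria 1 was lower, *CYP51A1* (−0.41, standard error 0.08, n = 5 pairs, limma adjusted p = 0.839), none passed over all probe sets and 1 over the list alone. *STARD4*, which carries cholesterol between membranes, lay at −0.33, *SQLE*, which epoxidizes squalene, at −0.23, and *LSS*, which closes the sterol ring, at −0.22. Camera gave an adjusted p of 7.6e-07, which was the only list test of the 24 to pass, and fgsea an adjusted p of 0.0147. With the correlation estimated from the data p was 0.0149 and no longer passed after adjustment (0.346). A coordinated reduction of the list in OA is consistent with these values as a hypothesis, found and tested on the same arrays. In PA 2 members were lower at the study criteria and 4 over the list alone, and in P/O 4 and 5, with none over all probe sets, and camera gave adjusted p-values of 0.0767 and 0.0612 across runs, which passed without replicate 5 (0.0346 and 0.0449) and in P/O without replicate 4 (0.0203). *IDI1*, an isomerase of the pathway, lay at −0.48 in PA and −0.61 in P/O (−0.48 relative to the median).

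Of 40 measured syncytiotrophoblast markers 4 were lower in OA at the study criteria and none was higher, with none past an adjustment. These were *ERVFRD-1*, the fusogen syncytin-2 (log2 change −0.72), *LGALS16*, a placental galectin (−0.63), *CYP19A1* (−0.51) and *ERVV-2*, a retroviral envelope gene (−0.43). The hormone genes *CGA* and *CGB3*, which encode the subunits of chorionic gonadotropin, lay at −0.35 and −0.29, whereas *CSH1*, placental lactogen, lay at 0.33 and *HSD3B1* at 0.36. Whether there were fewer cells with a syncytiotrophoblast programme was not decided. The 25 markers above background had a median of −0.0773, 10 higher and 15 lower, so they did not fall alike. The 4 average −0.57, but they were picked as the lower ones, so their mean had to lie below that median. Whether fewer such cells would lower all markers alike was not tested. Chance among the markers could not be excluded. Their SD of 0.269 lay at percentile 100 of 10000 random lists of like signal (median 0.122), but such lists keep neither the spread nor the covariation of the markers, so that this test does not decide. When the signs of the 5 pairs were reversed, 1 of 16 arrangements, the real one, gave an SD as large (highest other 0.242), and 16 arrangements are too few for a share under 0.05.

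The OA calls were compared with the entries of Table S2 for PA and P/O, which the study computed with controls of the same run. Of 34 such entries 33, or 97.1%, had the direction of the OA call. A response common to the fatty acids may give this, but unchanged groups simulated with identical control values gave at least 98.6%. The tabulated control averages for PA and P/O differ from the BSA arrays with SDs of 0.176 and 0.183. The simulation thus shares controls more tightly than the data do. A common response and shared control cultures therefore cannot be told apart.

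Of the lists that belong at no claim, 19 cytotrophoblast markers held 1 higher in PA, *ELF5* (0.40), none called in OA, and 1 lower in P/O, *PAGE4* (−0.49, or −0.35 relative to the median), with none over all probe sets and 1 lower over the list alone in PA. Of 40 syncytiotrophoblast markers 1 was higher in PA, *PSG4*, a pregnancy-specific glycoprotein (0.65), and 1 higher and 1 lower in P/O, with none past an adjustment. As a list they lay high in both, with 30 and 32 of the 40 above the median of all probe sets and list medians 0.15 and 0.14 above it. Camera gave adjusted p-values of 0.000717 and 0.000429 toward higher expression over all lists and treatments, and of 0.579 and 0.489 with the estimated correlation. Of 17 extravillous markers 1 was lower in OA, *MMP12* (−0.38), and none was called in PA or P/O. Of 32 markers of fibroblasts, endothelium and blood cells, which a trophoblast line should lack, *PECAM1* was higher in PA by all criteria, none was called in OA, and 4 were lower in P/O (3 over the list alone), among them *PDGFRA* (−0.62, or −0.48) and *VWF* (−0.44, or −0.31). Beyond these calls the list lay above the median of all probe sets in PA (21 of 32, list median 0.13 above it, camera adjusted p = 0.0850 toward higher expression and 0.489 with the estimated correlation) and in OA (22 of 32, 0.05 above it, 0.112 and 0.618). The rest of that list in P/O lay the same way, with 24 of 32 above the median of all probe sets and a list median 0.14 above it, and camera gave an adjusted p of 0.0737 toward higher expression (0.579 with the estimated correlation). Antioxidant genes held 4 lower in P/O, 2 of them over all probe sets and over the list alone, *GCLC*, which starts glutathione synthesis (−0.44, or −0.31 from the median), and *AKR1C1* (−0.54, or −0.41). Steroid hormone genes held 1 higher, *HSD17B3* (0.71, or 0.85), and 3 lower in P/O (1 lower over all probe sets, 1 higher and 1 lower over the list alone), the amino acid response 3 lower, glycolysis and hypoxia 1 higher and proliferation none, with no other call past an adjustment. *ELF5*, *PAGE4*, *MMP12*, *PDGFRA*, *AKR1C1* and *HSD17B3* have signals below the olfactory receptor level, as do *PSG4* and *PECAM1* except in PA (5.52 and 5.34). The PA and P/O values hold the difference between runs.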
